# The ER anchoring and abundance of the EEF1B complex is affected by tissue-specific alternative EEF1D splicing

**DOI:** 10.26508/lsa.202503513

**Published:** 2026-06-02

**Authors:** Muhammad Jamous, Masaki Hosogane, Xiaoxin Huang, Mikiko Suzuki, Atsushi Hatano, Yuichi Shichino, Shintaro Iwasaki, Kazutaka Murayama, Masaki Matsumoto, Keiko Nakayama

## Abstract

The EEF1B complex plays a central role in translation elongation by reactivating EEF1A for the delivery of aminoacyl-tRNAs to the ribosome. Among its components, EEF1D undergoes alternative splicing to produce one long and several short isoforms, each with distinct N-terminal domains and tissue-specific expression patterns. Although the short isoforms are broadly expressed, their physiological functions remain poorly characterized. In this study, we show that short EEF1D isoforms containing exon 5 interact with the ER-resident scaffold protein KTN1 and RRBP1, thereby anchoring the EEF1B complex to the ER. Mass spectrometry analyses of FLAG-tagged EEF1D identified these interactions, and deletion of exon 5 disrupted ER anchoring, resulting in diffuse cytoplasmic localization of the EEF1B complex. In exon 5 KO mice, this altered localization was accompanied by a reduction in EEF1B subunit abundance in multiple tissues, including the liver, although global protein synthesis rates remained unchanged. Together, these findings uncover an ER-anchoring mechanism controlled by alternative splicing that shapes the spatial organization and abundance of the elongation machinery in vivo.

## Abstract (precis)

The EEF1D isoform lacking exon 5 fails to anchor the EEF1B complex to the ER via KTN1. Alternative splicing of EEF1D thereby regulates the subcellular localization and protein abundance of the EEF1B complex.

## Introduction

Eukaryotic translation elongation factor 1 delta (EEF1D), also known as eEF1Bδ (see Table 1 for alternative nomenclature), is a critical component of the translation elongation machinery. EEF1D functions as a guanine nucleotide exchange factor (GEF) subunit in the eukaryotic elongation factor 1B (EEF1B) complex, which also includes EEF1B2, EEF1G, and Valyl-tRNA synthetase (VARS) (1, 2, 3). The EEF1A protein, in conjunction with the EEF1B complex, forms the larger eukaryotic translation elongation factor 1 (EEF1) complex. The EEF1 complex primarily facilitates the reactivation of EEF1A by catalyzing the exchange of GDP for GTP. Activated EEF1A with GTP delivers aminoacyl-tRNAs to the A-site of the ribosome for translation, thereby contributing to the efficiency and fidelity of protein synthesis (4, 5).

**Table 1.** Alternative nomenclature of the EEF1B complex.

Gene symbol	eEF nomenclature	Alternative names
EEF1D	eEF1Bδ	EF-1δ
EEF1B2	eEF1Bα	EF-1β
EEF1G	eEF1Bγ	EF-1γ
EEF1A1	eEF1A1	EF-1α
EEF1A2	eEF1A2	EF-1α2
VARS1/VARS	Valyl-tRNA synthetase (cytoplasmic)	ValRS

EEF1D is an animal-specific subunit of the EEF1B complex, suggesting a specific role across the animal kingdom (2). Although EEF1D and EEF1B2 share a conserved C-terminal GEF domain, these two GEF proteins are not redundant. In humans, homozygous mutations affecting the GEF domain of EEF1D have been linked to severe clinical phenotypes, including intellectual disability, seizures, failure to thrive, and recurrent aspiration pneumonia (6). Furthermore, studies in mice have demonstrated that homozygous KO of *Eef1d* results in embryonic lethality (7). These findings highlight the critical and non-compensable role of EEF1D in animal species. Compared with EEF1B2, EEF1D is longer and structurally more complex, with functions extending beyond its canonical role as a GEF. EEF1D contains a leucine zipper (LZ) domain within its N-terminal region that facilitates dimerization (2, 8). The N-terminal region also harbors an EEF1G-binding domain that mediates interaction with EEF1G and is required for stable assembly of the EEF1B complex (8). In addition to its role in the EEF1B complex, EEF1D directly interacts with translationally controlled tumor protein through the central acidic region, thereby regulating its GEF activity (9), and with kinectin 1 (KTN1), an ER membrane scaffold protein (10). The C-terminal region of KTN1 is critical for the interaction with EEF1D, suggesting a role for EEF1D in ER-associated processes, including protein synthesis, although the precise binding site within EEF1D has not been defined.

Alternative splicing programs are often cell type—and developmental stage—specific, and they can reconfigure protein–protein interactions, alter domain composition, and dictate subcellular targeting (11). Among the EEF1B complex components, EEF1D exhibits functional diversity conferred by alternative splicing (12). In mice, the *Eef1d* gene generates multiple transcript variants, including a long isoform and several shorter isoforms that differ in their N-terminal domains. The longer isoform (EEF1D-L, also known as eEF1BδL) results from the inclusion of a tissue-specific N-terminal exon that encodes a nuclear localization signal and is predominantly expressed in the brain and testis (13, 14). Although EEF1D-L contains a GEF domain, it appears to function primarily as a stress-responsive transcription factor rather than as a canonical GEF (15). Mutations affecting EEF1D-L–specific residues have been reported in individuals with intellectual disability, indicating its importance in neurological function (16). The shorter variants retain the conserved GEF domain, but they have different alternative exons within the N-terminal part between EEF1G (1–43 aa) and LZ (80–115 aa) domains. AlphaFold-based structural prediction suggests that these variants adopt distinct α-helical conformation, implying potential functional differences among isoforms. However, the specific contributions of these short isoforms, as well as their precise tissue expression patterns, remain largely uncharacterized.

This study shows that EEF1D isoforms exhibit tissue-specific expression patterns and identifies specific binding partners of each splicing isoform. EEF1D exon 5 serves as a key determinant for interactions with ER membrane proteins, including KTN1 and RRBP1. Loss of exon 5 results in dissociation of the EEF1B complex from the ER membrane and its redistribution into the cytoplasm in both cultured cells and mouse tissues. Notably, in exon 5 KO mice, we observed a significant decrease in the entire EEF1B complex proteins in a tissue-specific manner, suggesting that exon 5–dependent interactions govern the spatial organization and abundance of the EEF1B complex.

## Results

### Tissue-specific expression and proteomic identification of isoform-specific protein interactions

To investigate the tissue-specific expression of the EEF1D protein, we analyzed lysates from mouse brain, heart, liver, and skeletal muscle (Fig 1A). Phosphatase treatment was used to distinguish phosphorylated from non-phosphorylated forms, as EEF1D is a known substrate for both CDK1 and CK2 kinases (17, 18, 19). In untreated samples, signals with multiple molecular weights were observed; however, phosphatase treatment eliminated the phosphorylated forms, allowing the identification of five distinct bands. Based on their apparent molecular weight, we designated these isoforms from top as the well-characterized long isoform (EEF1D-L), and three short isoforms—EEF1D-M (Medium), EEF1D-N (Normal), and EEF1D-S (Small). The bottom band was non-specific, which was not detected using independent anti-EEF1D antibodies (Fig S1A). Reverse transcription-polymerase chain reaction (RT–PCR) using RNA extracted from mouse liver and skeletal muscle also detected three short splice variants, each producing PCR products of distinct sizes (Fig 1B). Subcloning and sequencing of these PCR products (Fig 1C) confirmed that the variants differ in the inclusion of alternatively spliced exons 5 and 6. Comparative analysis of DNA sequence conservation between the two exons revealed that exon 5 is highly conserved, whereas exon 6 exhibits lower conservation (Fig 1D, top). Furthermore, cross-species alignment of the corresponding amino acid sequences demonstrated that the region encoded by exon 5 is strongly conserved among mammals, suggesting a potentially greater functional importance (Fig 1D, bottom).

**Figure 1.**
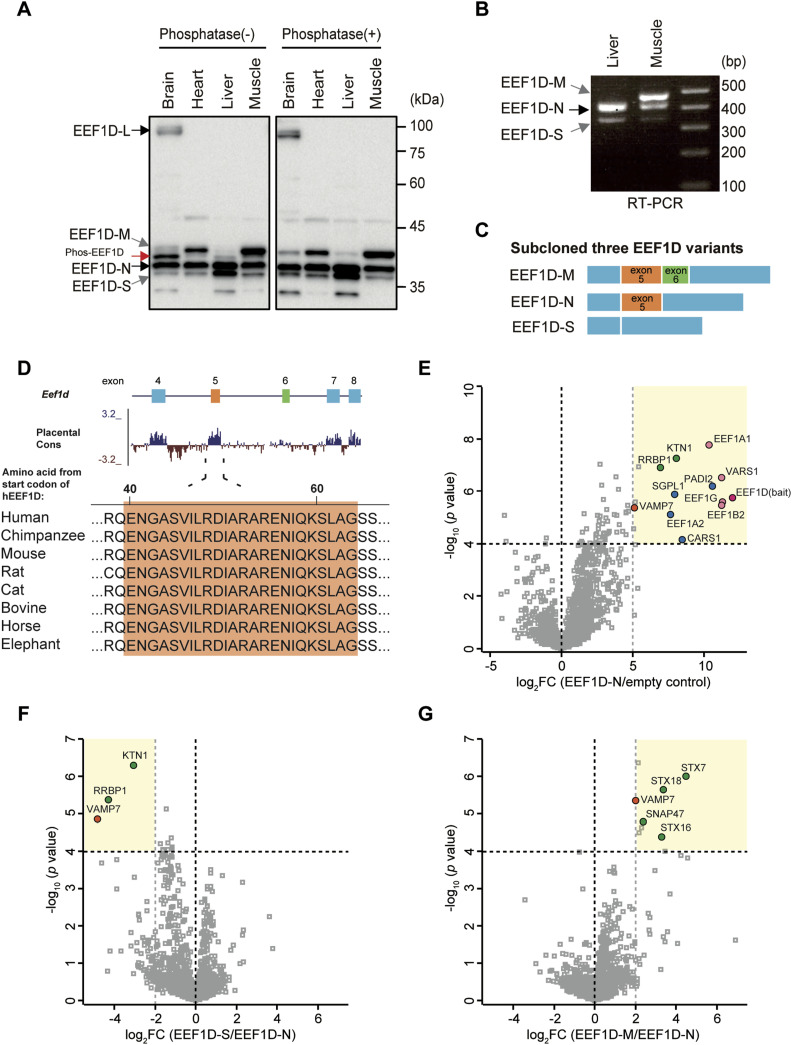
Identification of EEF1D isoform-specific binding partners. **(A)** Immunoblot analysis of EEF1D in various mouse tissues—brain, heart, liver, and skeletal muscle. Four isoforms—EEF1D-L, EEF1D-M, EEF1D-N, and EEF1D-S—are labeled on the left. The EEF1D antibody (10630-1-AP; Proteintech) used in this blot detects both phosphorylated and non-phosphorylated forms. Phosphatase treatment removed phosphorylated forms (phos-EEF1D). Protein amounts loaded for the blot were adjusted to achieve comparable EEF1D signal intensity across tissues. **(B)** Reverse transcription PCR (RT–PCR) analysis of *Eef1d* from mouse liver and skeletal muscle, showing three short *Eef1d* variants. **(C)** Schematic representation of exon usage in the three short *Eef1d* variants based on subcloning of the RT–PCR products. **(D)** A placental mammal conservation (Placental Cons) track, extracted from the UCSC Genome Browser, is shown below the alignment, demonstrating that exon 5 is highly conserved, whereas exon 6 is less conserved (top). Amino acid sequence conservation of EEF1D across multiple animal species. The exon 5-encoded region is highlighted in orange (bottom). **(E)** Comparison of FLAG-IP-MS results between C2C12 cells expressing FLAG-tagged mouse EEF1D-N and empty vector control. The x-axis represents log_2_ fold change (FC) of protein enrichment, and the y-axis represents −log_10_ *P*-value determined by a *t*-test. **(F, G)** Differential binding analysis of FLAG-IP-MS data from C2C12 cells expressing FLAG-tagged mouse EEF1D-S relative to EEF1D-N (F), and EEF1D-M relative to EEF1D-N (G), to identify isoform-specific binding proteins.

**Figure S1.**
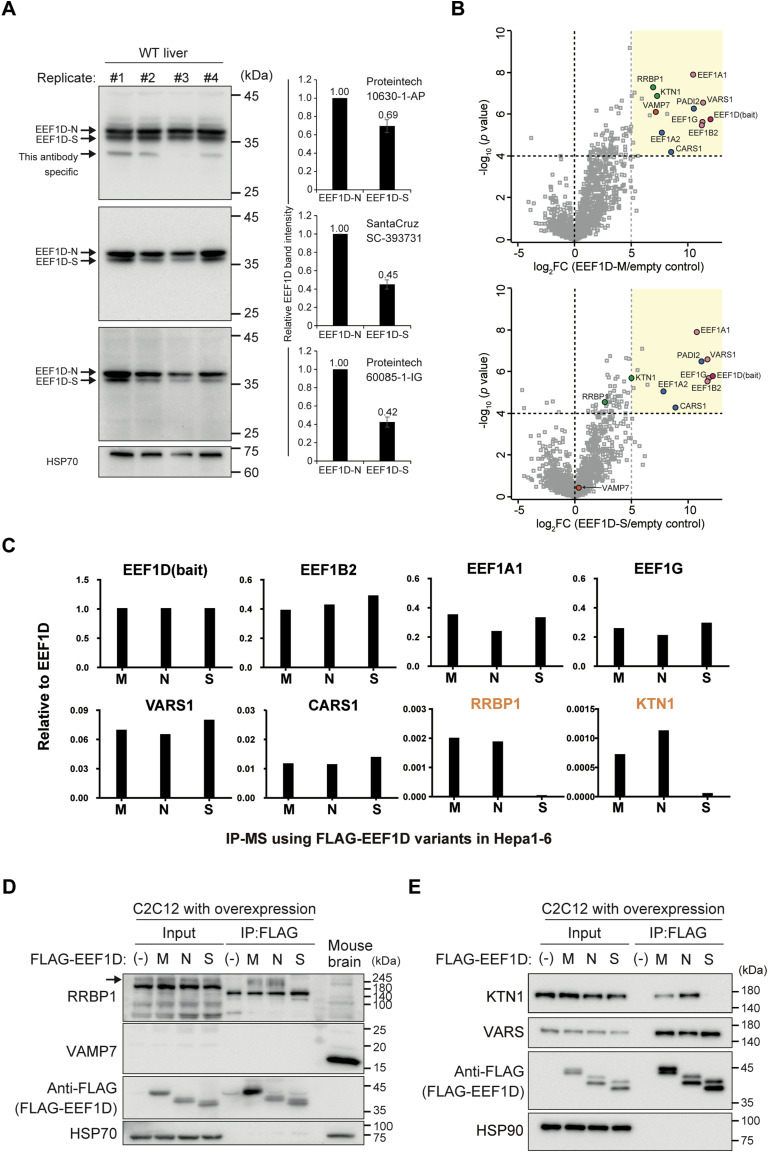
Additional data on EEF1D isoform-specific interactions, related to Figs 1 and 2. **(A)** Left: Immunoblot analysis for comparing three different anti-EEF1D antibodies using WT mouse liver lysates. Right: Quantification of EEF1D-S band intensity relative to EEF1D-N for each antibody based on the blots shown on the left. Bars represent mean ± SD (n = 4). **(B)** Comparison of FLAG-IP-MS results from C2C12 cells expressing FLAG-tagged mouse EEF1D-M (top) or EEF1D-S (bottom) relative to empty vector control. **(C)** Mass spectrometry analysis (n = 1) showing the relative abundance of selected proteins co-immunoprecipitated with EEF1D variants M, N, and S in Hepa1-6 cells, normalized to EEF1D levels. **(D, E)** Immunoblot analysis of FLAG-IP from C2C12 cells transfected with empty vector or FLAG-tagged EEF1D variants (M, N, or S). Input represents total cell lysates before IP.

Given that the exons 5 and 6 are located between the previously reported LZ and EEF1G-binding domains, alternative splicing may modulate the structure and interaction of these domains, or potentially confer novel interaction capabilities to EEF1D. To identify protein interaction partners of the EEF1D short isoforms, FLAG-tagged variants of EEF1D, -M, -N, and -S were expressed, immunoprecipitated (IP), and analyzed by mass spectrometry (MS) in C2C12 mouse myoblast cells. This IP-MS analysis identified 15, 17, and 13 proteins significantly enriched in EEF1D-N, -M, or -S immunoprecipitates, respectively, compared with the control (Figs 1E and S1B). These enriched proteins included the remaining three components of the EEF1B complex (EEF1B2, EEF1G, and VARS), suggesting that FLAG-tagged EEF1D variants formed the EEF1B complex. Differential interaction analyses among EEF1D variants revealed that a subset of proteins whose binding was dependent on specific exons (Fig 1F and G). Notably, the ER membrane proteins KTN1 and RRBP1, as well as the SNARE protein VAMP7, were significantly reduced in EEF1D-S immunoprecipitates relative to EEF1D-N. Conversely, syntaxin proteins were significantly enriched in EEF1D-M relative to EEF1D-N, suggesting that the domains encoded by exons 5 and 6 are involved in ER-associated functions and vesicle trafficking (20, 21). To extend these findings, we performed an additional IP-MS experiment in mouse hepatoma Hepa1–6 cells expressing FLAG-tagged EEF1D variants. Semi-quantitative analysis confirmed exon 5–dependent interactions with RRBP1 and KTN1 (Fig S1C). In contrast, VAMP7 and syntaxin proteins were detected at low levels across all conditions in Hepa1-6 cells (Table S1).

Table S1. Raw signal intensities from Hepa1-6 IP-MS, related to Fig 1. This table contains all DIA raw data from a single replicate of Hepa1-6 IP-MS used for Fig S1C.

### The EEF1D–KTN1 interaction is dependent on exon 5

To further validate the exon 5–dependent interaction identified by IP-MS, co-immunoprecipitation followed by immunoblotting was performed. In C2C12 cells, endogenous VAMP7 was not detectably present in either input or co-immunoprecipitated fractions using a commercially available antibody (Fig S1D). In contrast, exon 5–containing variants (EEF1D-M and -N) specifically co-immunoprecipitated both KTN1 and RRBP1, whereas the exon 5–lacking EEF1D-S isoform did not (Fig S1D and E). Structurally, both KTN1 and RRBP1 are anchored to the ER membrane via a single N-terminal transmembrane domain, with a large coiled-coil domain extending into the cytoplasm (22). Recent studies have revealed that these coiled-coil proteins play critical roles in protein translation (23), shaping peripheral ER morphology (24), and regulating organelle distribution (22), suggesting a potential role for EEF1D in ER-related functions. Among the identified ER-associated interactors, KTN1 exhibited the most reproducible interaction and was, therefore, selected for further functional characterization.

An AlphaFold-predicted structure highlighted the region encoded by exon 5 as a distinct α–helical segment (Fig 2A), suggesting that it may function as a unique structural domain, separate from the well-characterized flanking domains, namely, the upstream EEF1G-binding domain and the downstream LZ domain. To evaluate the contributions of these flanking regions to KTN1 binding and to determine whether this interaction is conserved in human cells, we generated a series of deletion constructs for expression in HEK293T cells. Co-IP assays revealed that deletion of the LZ domain did not disrupt the interaction between EEF1D and KTN1 (Fig 2B), indicating this leucine zipper motif is dispensable for the association. Similarly, removal of the EEF1G-binding domain had no effect on EEF1D–KTN1 binding (Fig 2C). These results demonstrate that the exon 5-encoded region alone is sufficient to mediate interaction with KTN1 and that this mechanism is conserved in human cells.

**Figure 2.**
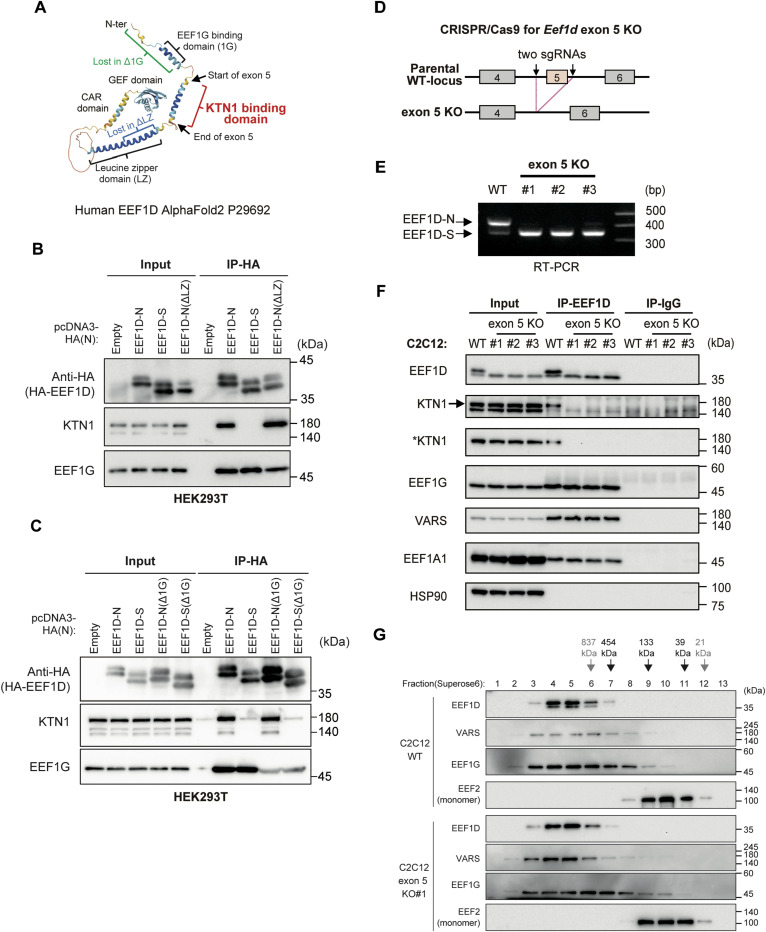
Exon 5 of EEF1D encodes a binding site of the ER membrane protein KTN1. **(A)** Predicted structure of human EEF1D generated by AlphaFold2, showing the region encoded by exon 5 and the known functional domains. **(B)** Immunoblot analysis of HA-IP from HEK293T cells transfected with either empty vector or HA-tagged human EEF1D constructs. ΔLZ denotes the leucine zipper-truncated variant. Input represents total cell lysates before IP. **(C)** Immunoblot analysis of HA-IP from HEK293T cells transfected with either empty vector or HA-tagged EEF1D constructs. Δ1G denotes deletion of the EEF1G-binding region. **(D)** Schematic representation of *Eef1d* exon 5 KO cell generation using the CRISPR/Cas9 system. Squares represent exons, and black arrows indicate Cas9 cleavage sites within intron 4 and intron 5. **(E)** RT–PCR analysis of *Eef1d* using cDNA from WT and exon 5 KO C2C12 cells. **(F)** Immunoblot analysis of EEF1D-IP and control IgG-IP from WT and exon 5 KO C2C12 cells. Loss of EEF1D–KTN1 interaction was assessed using two KTN1 antibodies: KTN1 (19841-1-AP; Proteintech) and *KTN1 (sc-136534; Santa Cruz Biotechnology). The EEF1D antibody (SC-393731; Santa Cruz Biotechnology) used for detection does not recognize phosphorylated EEF1D. **(G)** Immunoblot of fractions separated by gel filtration on Superose 6 using WT cells and exon 5 KO #1 clone C2C12 cells. Estimated molecular sizes (top) were determined using standard proteins. Black values fall within the calibrated range, whereas gray values are outside the range.

To confirm this finding under more physiological conditions, we next examined the role of exon 5 at endogenous expression levels. To this end, we established exon 5 KO C2C12 cell lines using CRISPR/Cas9-mediated genome editing (Fig 2D). Guide RNAs flanking exon 5 were used to induce an in-frame deletion, resulting in an EEF1D variant lacking the domain encoded by exon 5. Successful homozygous deletion was confirmed in three independent single-cell clones (Fig 2E). Co-IP assays were performed in WT cells and the validated exon 5 KO clones. Although EEF1D readily co-precipitated KTN1 in WT cells, this interaction was completely abolished in the exon 5 KO clones (Fig 2F). Notably, removal of exon 5 specifically impaired KTN1 binding, as interactions with other known EEF1D partners—including EEF1G, VARS, and EEF1A1—were unaffected in the exon 5 KO cells. Consistent with this, gel filtration analysis revealed a comparable distribution of EEF1B complex components between WT and exon 5 KO cells (Fig 2G), indicating that exon 5 is not required for the overall assembly of the EEF1B complex. Collectively, these findings identify the exon 5‐encoded α-helix as a critical and specific determinant for KTN1 recruitment by EEF1D.

### Loss of exon 5 alters the subcellular distribution of the EEF1B complex

Given that the exon 5–encoded domain of EEF1D is essential for its interaction with the ER membrane protein KTN1, we hypothesized that deletion of exon 5 would alter the subcellular localization of EEF1D and consequently disrupt the localization of the EEF1B complex. To test this, we first examined the overall distribution of EEF1D in WT and exon 5 KO cells. Using WGA to delineate cellular boundaries, we observed a shift in EEF1D distribution from a perinuclear region in WT cells to a more diffuse cytoplasmic distribution in exon 5 KO cells (Fig S2A, top). Pseudocolor imaging further accentuated these changes (Fig S2A, bottom). To directly assess whether this relocalization reflected dissociation from the ER, we performed co-immunostaining of EEF1D with the ER marker SEC61B, a subunit of the SEC61 translocon embedded in the ER membrane (Fig 3A) (25). In WT cells, EEF1D showed pronounced colocalization with SEC61B. In contrast, exon 5 KO cells exhibited a uniform cytoplasmic distribution of EEF1D, lacking the distinct ER-associated pattern observed in WT cells. Quantitative analysis using Pearson’s correlation coefficient confirmed a significant reduction in colocalization between EEF1D and SEC61B upon exon 5 deletion (Fig 3B). These results demonstrate that the exon 5 domain is required for robust association of EEF1D with the ER membrane.

**Figure S2.**
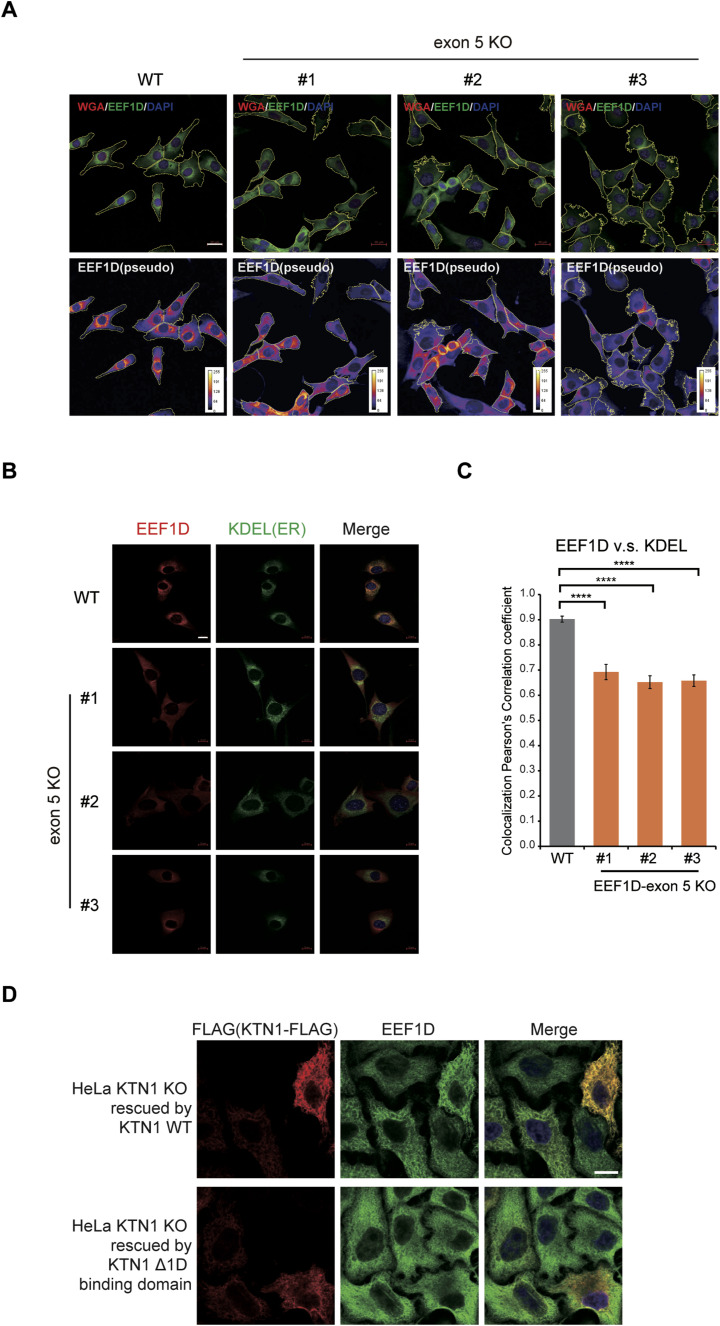
Changes in EEF1D localization caused by disruption of the EEF1D–KTN1 interaction, related to Fig 3. **(A)** Fluorescence images of WT and exon 5 KO C2C12 cells stained with cell surface marker WGA-Alexa Fluor 647 (red), anti-EEF1D (10630-1-AP; Proteintech, green), and DAPI (blue). Top row: merged images of all three channels. Bottom row: EEF1D signal converted to pseudo-color (ImageJ LUT “Fire”). The color bar on the right shows the relationship between signal intensity and color. The yellow line marks the cell edge, determined by the WGA-Alexa Fluor 647 signal. Scale bars, 20 μm. **(B)** Representative confocal immunofluorescence images of WT and exon 5 KO C2C12 cells stained with anti-EEF1D (10630-1-AP; Proteintech, red), anti-KDEL (green), and DAPI (blue). Scale bar, 10 μm. **(C)** Pearson’s correlation coefficient between EEF1D and KDEL signals in WT and exon 5 KO C2C12 cells. Bars represent mean ± SD (n = 24) with *P*-values determined by one-way ANOVA, Tukey’s post hoc test (****P < 0.0001). **(D)** Confocal immunofluorescence analysis of HeLa KTN1 KO cells rescued with either KTN1 WT (top row) or a KTN1 mutant lacking the EEF1D binding domain (Δ1D, bottom row). Cells were stained with an anti-FLAG antibody (red) to detect exogenously expressed KTN1 constructs and an anti-EEF1D antibody (10630-1-AP; Proteintech, green). Merged images include DAPI staining (blue). Scale bars, 10 μm.

**Figure 3.**
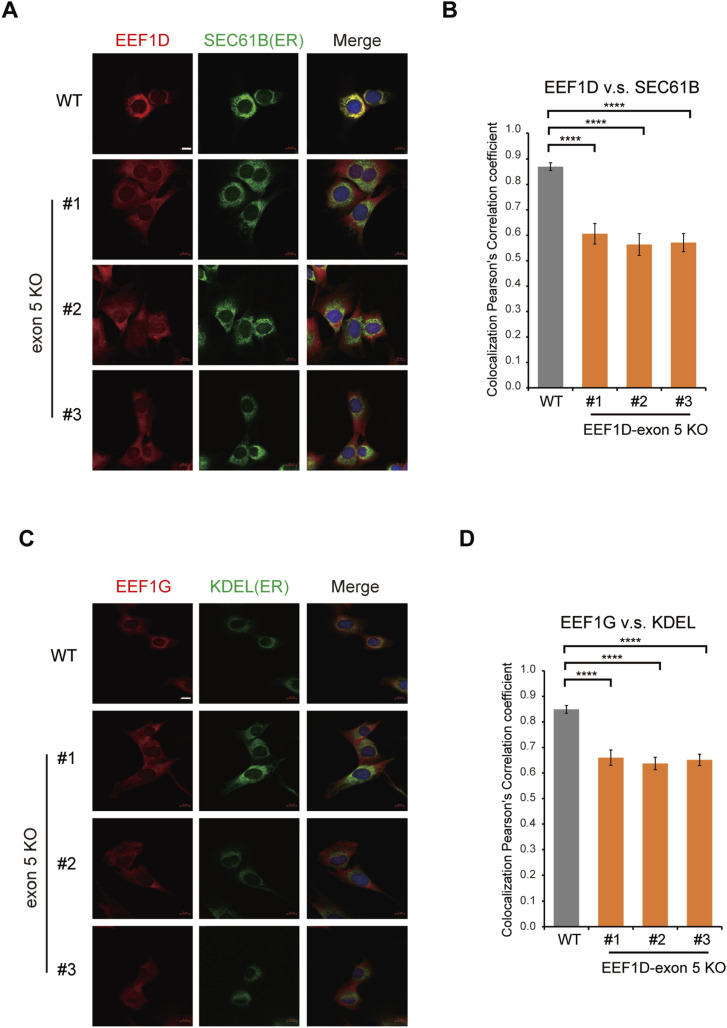
EEF1D localizes to the ER in an exon 5-dependent manner. **(A)** Representative confocal immunofluorescence images of WT and exon 5 KO C2C12 cells stained with anti-EEF1D (SC-393731; Santa Cruz, red), anti-SEC61B (green), and DAPI (blue). Scale bar, 10 μm. **(B)** Pearson’s correlation coefficient between EEF1D and SEC61B signals in WT and exon 5 KO C2C12 cells. Bars represent mean ± SD (n = 21) with *P*-values determined by one-way ANOVA, Tukey’s post hoc test (****P < 0.0001). **(C)** Same as (A), but cells were stained with anti-EEF1G (red) and anti-KDEL (green). Scale bar, 10 μm. **(D)** Same as (B), but showing Pearson’s correlation coefficient between anti-EEF1G and anti-KDEL signals (n = 23).

To determine whether deletion of exon 5 also affects the localization of the EEF1B complex, we co-immunostained EEF1G with an anti-KDEL antibody, which recognizes the ER retention motifs and serves as an ER marker (26). In WT cells, EEF1D again showed substantial colocalization with KDEL, whereas this overlap was markedly reduced in exon 5 KO clones (Fig S2B and C). Notably, EEF1G was enriched in the ER-associated region in WT cells and exhibited strong colocalization with KDEL (Fig 3C). In contrast, exon 5 KO cells showed a significant reduction in ER-associated enrichment of EEF1G (Fig 3D), indicating the EEF1D–KTN1 interaction is essential for ER localization of the EEF1B complex. To further substantiate the role of the EEF1D–KTN1 interaction in controlling EEF1D localization, we performed rescue experiments using KTN1 KO HeLa cells generated in our previous study (27). Reintroduction of WT KTN1 restored the colocalization of endogenous EEF1D, whereas expression of a KTN1 mutant lacking the EEF1D-binding domain (Δ1D) (10) failed to do so (Fig S2D). These findings demonstrate that the EEF1D-binding domain of KTN1 is indispensable for their colocalization. Taken together, our findings indicate that the association of the EEF1B complex with the ER membrane is largely mediated through the α–helical domain encoded by exon 5 of EEF1D.

### Loss of exon 5 has a minor effect on translation in vitro

Exon 5 KO in C2C12 cells resulted in variable effects on cell growth among independent clones, with a modest but statistically significant reduction observed only in clone 3 (Fig S3A). No measurable defects in nascent protein synthesis were detected, as assessed by puromycin incorporation assays using both immunoblotting and immunostaining (Fig S3B and C). To examine whether deletion of exon 5 affects ER-associated translation, ER-enriched fractions were isolated from C2C12 cells. Although ER fractionation successfully enriched ER-associated proteins, no apparent differences in puromycin incorporation were observed between WT and exon 5 KO C2C12 cells (Fig S3D), indicating that ER-associated translation is not altered by exon 5 deletion. To extend these findings to another cell type, we generated three independent exon 5 KO Hepa1-6 cells. 

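Hepa1-6 is a mouse hepatoma cell line. Exon 5 can be followed in the RNA-seq and Ribo-seq libraries of WT Hepa1-6 cells and of clones #1, #2 and #3 (KO1, KO2 and KO3), with 2 replicates of each line and assay. The authors deposited the number of reads counted on the coding sequence of each annotated transcript, without normalization. Eef1d lies on the minus strand of chromosome 15 of GRCm38, from 75894205 to 75909556. Its transcripts ENSMUST00000154584.8, with exon 5, and ENSMUST00000109972.8, without it, have coding sequences of 281 and 257 codons that differ by the 24 codons of exon 5. A read on their shared coding exons is counted on both transcripts, so the 2 counts differ through reads at exon 5 and at the junctions beside it. In the WT RNA-seq libraries, the transcript with exon 5 had 2386 and 2582 counts and the transcript without it had 2057 and 2222 counts. The count with exon 5 was 116% and 116.2% of the count without it in these WT RNA-seq libraries, and between 89.8% and 92.6% in the 6 exon 5 KO RNA-seq libraries. In Ribo-seq, it was 112.6% and 113.9% in WT cells and between 95.97% and 98.94% in the 6 exon 5 KO libraries. The transcript with exon 5 therefore had the larger count in both WT libraries of each assay and in 0 of the 6 exon 5 KO libraries of each assay.

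**Figure D1:**
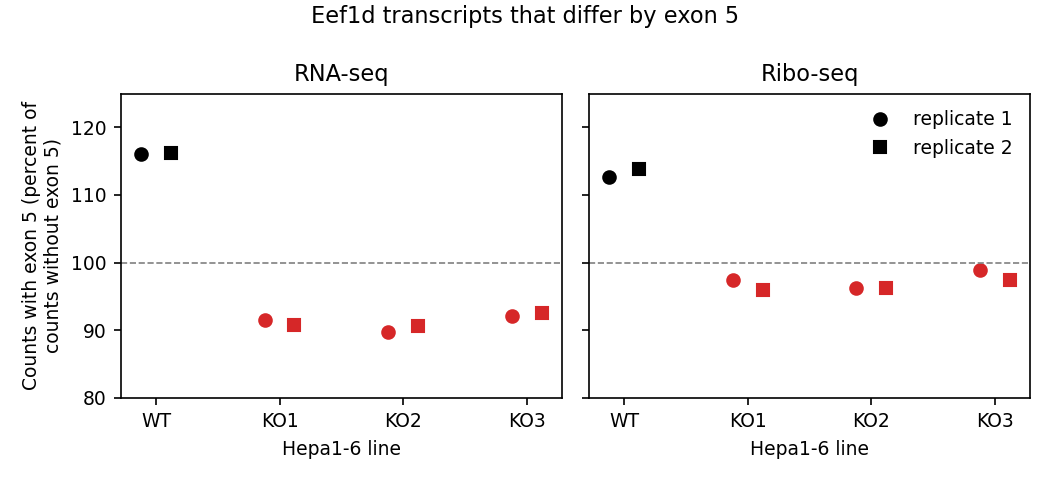
Counts of the Eef1d transcript with exon 5 as a percent of the counts of the transcript without it (y axis), for each line (x axis) in RNA-seq and Ribo-seq. Each point is 1 library, and the dashed line marks equal counts. WT libraries lie between 112.6% and 116.2%, and all exon 5 KO libraries lie under 100%.

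The RNA-seq count on the transcript with exon 5 was lower in each clone than in WT cells. Its log2 fold change was -0.41 in KO1 (standard error 0.056), -0.26 in KO2 (standard error 0.0578) and -0.86 in KO3 (standard error 0.0602). Adjusted p-values from edgeR's quasi-likelihood test were 1.17e-08, 0.00197 and 2.34e-17. Both counts hold the reads on shared exons, so these changes do not measure the amount of either isoform. The RNA-seq count on the transcript without exon 5 had a log2 fold change of -0.06 in KO1 and 0.10 in KO2. Adjusted p-values were 0.4 and 0.29 from the same edgeR test. In KO3 this count was lower as well, with a log2 fold change of -0.53 (standard error 0.0608, edgeR adjusted p = 3.73e-10).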

Compared with C2C12 cells, exon 5 KO Hepa1-6 cells showed a slightly greater reduction in cell growth, whereas nascent protein synthesis remained unchanged as assessed by puromycin incorporation assays (Fig 4A and B).

**Figure S3.**
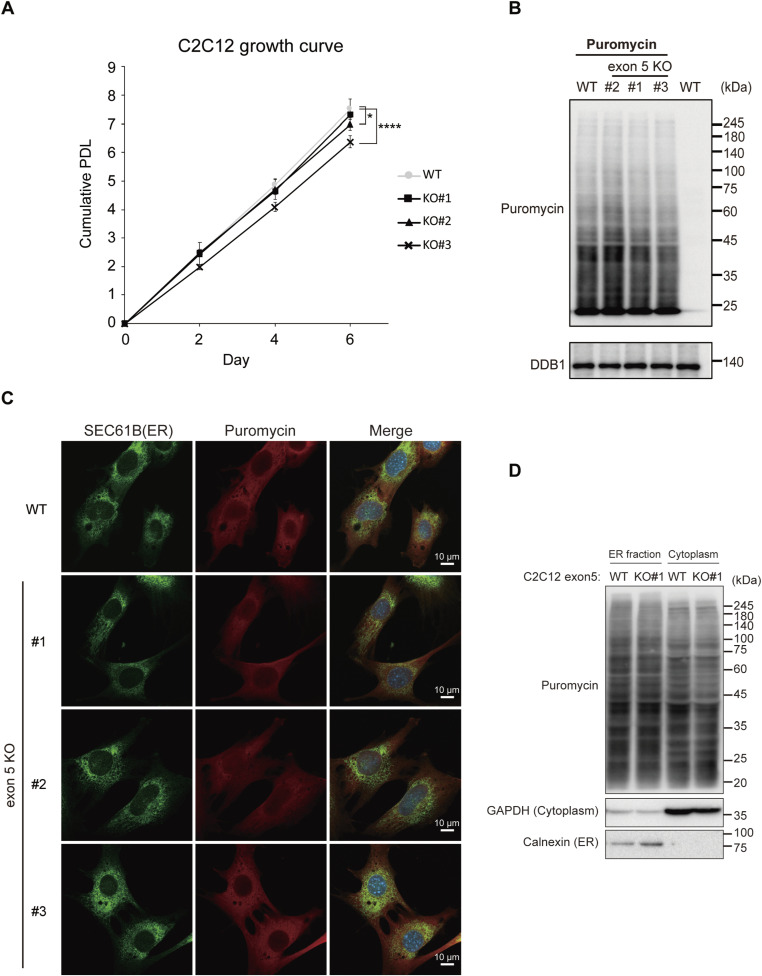
Nascent protein synthesis is not substantially affected in exon 5 KO C2C12 cells, related to Fig 4. **(A)** Growth curves of WT and exon 5 KO C2C12 cells. Cell numbers were measured every 2 d. Data represent the mean with SD of three replicates. ****P < 0.0001, *P < 0.05, determined by two-way ANOVA with Sidak’s test. **(B)** Representative immunoblot of a puromycin incorporation assay in WT and exon 5 KO C2C12 cells. The rightmost lane is a puromycin-negative control. DDB1 served as an internal control. **(C)** Confocal immunofluorescence images of WT and exon 5 KO C2C12 cells stained with anti-SEC61B (green), anti-puromycin (red), and DAPI (blue) after puromycin incorporation. Scale bars, 10 μm. **(D)** Immunoblot analysis of ER and cytoplasmic fractions from WT and exon 5 KO C2C12 cells after puromycin incorporation. The anti-puromycin signal reflects nascent protein synthesis. GAPDH and Calnexin served as cytoplasmic and ER markers, respectively.

**Figure 4.**
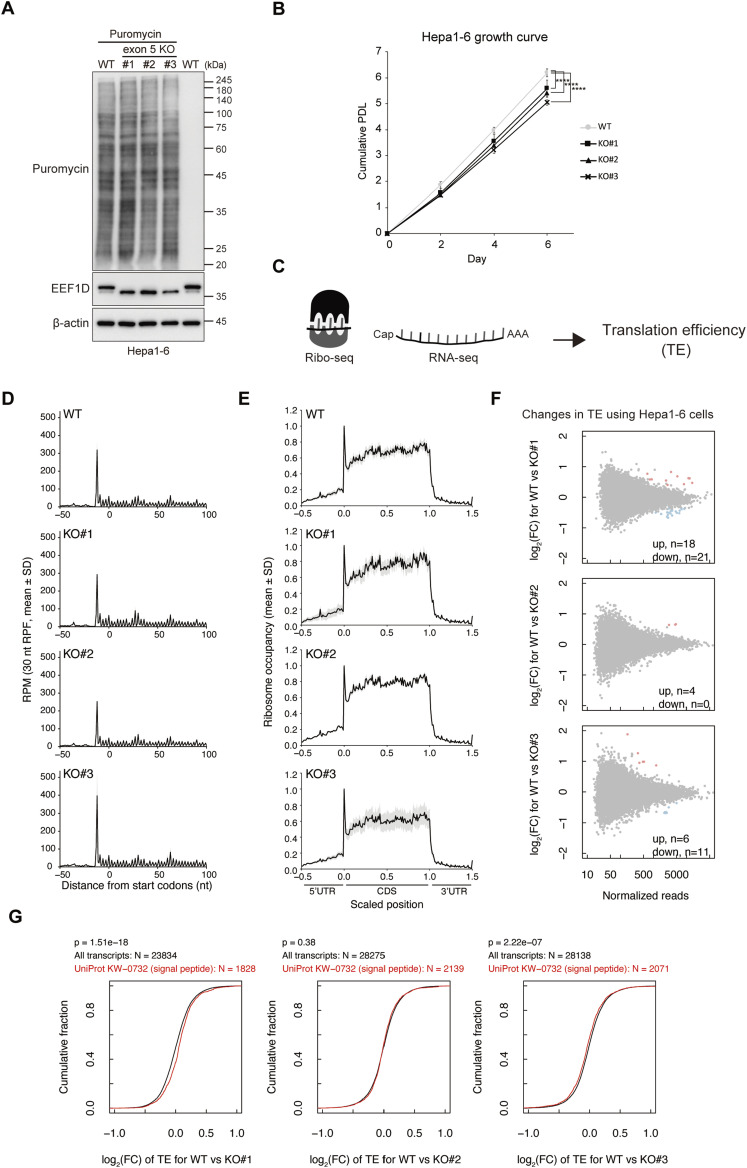
Loss of exon 5 has limited effects on translation in vitro. **(A)** Representative immunoblot of a puromycin incorporation assay in WT and exon 5 KO Hepa1-6 cells. The rightmost lane is a puromycin-negative control. β-actin served as a loading control. **(B)** Growth curves of WT and exon 5 KO Hepa1-6 cells. Cell numbers were measured every 2 d. Data represent the mean with SD of three replicates. ****P < 0.0001, determined by two-way ANOVA with Sidak’s test. **(C)** Schematic representation of Ribo-seq and RNA-seq experiments to assess the effect of exon 5 deletion on translation in Hepa1-6 cells. **(D)** Metagene analysis of Ribo-seq reads around the start codon. The x-axis represents the nucleotide position of the 5′ end of 30-nt length ribosome-protected fragments (RPFs) relative to the start codon, and the y-axis represents reads per million of RPFs. The mean and ±SD across replicates are shown as a black line and a gray shaded area, respectively. **(E)** Metagene analysis of ribosome occupancy normalized to ribosome accumulation at the start codon. RPFs were first adjusted to the A-site position (A-site offset), and transcripts with at least one RPF per codon were subsequently included in the metagene analysis. The x-axis represents the relative position of the scaled 5′ UTR, CDS, and 3′ UTR regions (the lengths of UTRs and CDS are set to 0.5 and 1, respectively). The mean and ±SD across replicates are shown as a black line and a gray shaded area, respectively. **(F)** MA plots showing the log_2_ fold-change (FC) of translation efficiency (TE) for each transcript in exon 5 clone cells relative to WT cells, together with normalized read counts. The up- or down-regulated transcripts (adj *P*-value < 0.05) are highlighted in pink or blue, respectively, and their numbers are indicated. **(G)** Cumulative fraction curves showing the log_2_ FC of TE in exon 5 KO clone cells relative to WT cells for all transcripts (black) and a subset of transcripts harboring signal peptides (red). Statistical significance was assessed using a two-sided Wilcoxon rank-sum test.

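Ribo-seq sequences the mRNA fragments that ribosomes protect from RNase, and RNA-seq of the same lysate measures the mRNA available for translation. The 16 libraries come from WT Hepa1-6 cells and the 3 exon 5 KO clones, with 2 replicates of each line, and each replicate has 1 RNA-seq and 1 Ribo-seq library. The authors trimmed adapters, removed reads from noncoding RNA and aligned the remaining reads to the mouse genome mm10. They counted these reads at the A-site position on the coding sequence of each transcript. The first and last 5 codons of each coding sequence were left out. The deposited table holds these counts, as whole numbers without normalization, for 67139 transcripts of 22392 gene symbols. Reads that match several transcripts of a gene are counted on each of them, so calls per transcript are not independent and are given per gene as well. Summed over all transcripts, RNA-seq libraries held from 24726706 to 30748268 counts (median 27271650.5), and Ribo-seq libraries from 2604223 to 11147904 counts (median 7966512.5). With 1 transcript per gene, the one with the most counts, the sums were from 10493029 to 12946815 in RNA-seq and from 1138944 to 4886757 in Ribo-seq. The smallest Ribo-seq library is the second replicate of KO1, and the largest is its first replicate.

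Each clone was compared with WT cells over the 8 libraries of the pair. Transcripts were kept by edgeR's filterByExpr, counts were normalized by TMM within each assay, and the quasi-likelihood test of edgeR 4.0.16 was applied to the interaction of genotype and assay. The TE change is this interaction, that is, the log2 fold change of the footprint counts minus that of the RNA-seq counts. RNA-seq and footprint counts were also tested on their own over 4 libraries each. Benjamini-Hochberg adjusted p-values under 0.05 were taken as calls. The TE test was tested on simulated data with the depth of the 8 libraries of WT cells and KO1 and with 1 transcript per gene. It called 93 of 100 genes whose TE was changed by 1 on the log2 scale, 100 of 100 genes changed by 2, and 10 of 11069 unchanged genes. The changed genes were drawn only from genes with many footprint counts. Recovery of genes with fewer footprints or smaller changes was not measured.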

To further evaluate the impact of exon 5 deletion on translation, we performed ribosome profiling (Ribo-seq) (28) using WT and three exon 5 KO Hepa1-6 cells (Fig 4C). Ribo-seq analysis showed the typical hallmarks of ribosome footprints (ribosome-protected fragments, RPFs), including clear three-nucleotide periodicity (Fig 4D) and enrichment within the coding regions (Fig 4E). The distribution of ribosome footprints along coding regions was comparable between WT and exon 5 KO cells (Fig 4E), indicating no major defects in translation elongation. 

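In KO1, 65 of 38614 transcripts tested had a TE change with an adjusted p under 0.05 (25 higher, 40 lower), and they belong to 22 genes. In KO2, 6 of 38293 transcripts were called (5 higher, 1 lower), from 3 genes. In KO3, 36 of 38347 transcripts were called (12 higher, 24 lower), from 20 genes. An unadjusted p under 0.05 was found for 2879, 1797 and 2446 transcripts in KO1, KO2 and KO3. The counts depend on the settings. In KO1, 295 transcripts were called with a term for the lysate, 253 with a replicate block and 11 with 1 transcript per gene, and in KO3, 2 were called with every library thinned to the smallest total of its assay.

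RNA and footprint counts were called far more often than TE, which is tested as an interaction and with less precision. The median absolute log2 change over transcripts was 0.20 for TE and 0.27 for RNA in KO1, 0.17 and 0.17 in KO2, and 0.18 and 0.25 in KO3. RNA was called for 15261 of 37569 transcripts in KO1 (40.6%), 5762 of 37472 in KO2 (15.4%) and 13880 of 37543 in KO3 (37.0%). Footprint counts were called for 7346 of 31875 transcripts in KO1, 2814 of 32278 in KO2 and 7988 of 32631 in KO3.

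**Figure D2:**
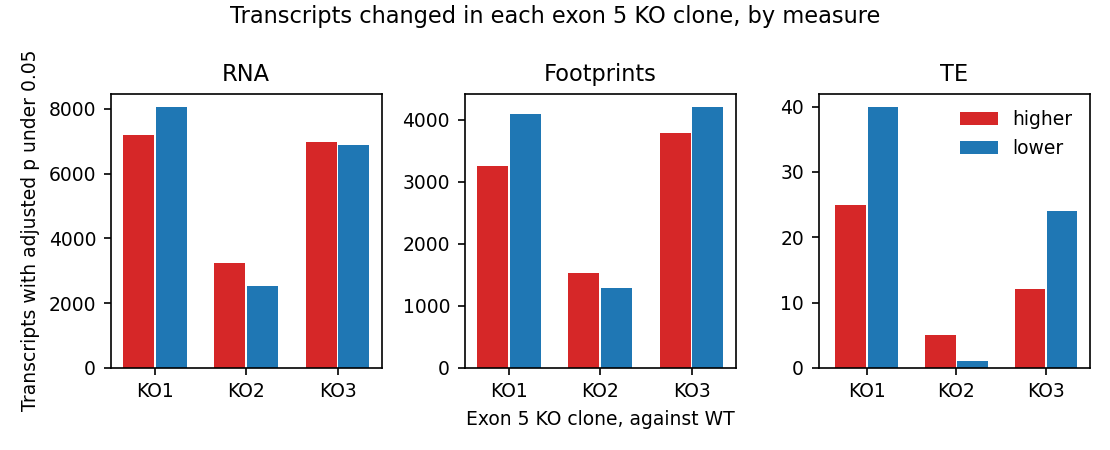
Number of transcripts (y axis) with higher (red) and lower (blue) RNA, footprint counts or TE in each clone (x axis) than in WT cells, at an edgeR adjusted p under 0.05. The y axis of each panel has its own scale. RNA was called for 15261 transcripts in KO1 and TE for 65.

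In KO1, Fn1 (chromosome 1, from 71585520 to 71653200) had a TE change of 0.64 (standard error 0.0681, edgeR adjusted p = 9.16e-09), with a log2 fold change of -0.28 in RNA and 0.37 in footprint counts. Nop56 had a TE change of 0.65 (standard error 0.133, edgeR adjusted p = 0.00924). TE was lower in KO1 for Tpm1 by a log2 change of -0.80 (standard error 0.177, edgeR adjusted p = 0.0263) and for Tpm3-rs7 by -0.53 (standard error 0.111, edgeR adjusted p = 0.0157). Tpm3-rs7 had 2137 and 1491 footprint counts in WT cells on only 236 and 246 RNA-seq counts. Why its footprints exceed its RNA was not tested, so its TE is uncertain. Each gene is given by its called transcript with the most counts. Other called transcripts can change more, as did ENSMUST00000089616.5 of Actg1 (0.84) and ENSMUST00000210918.1 of Rpl13a (-0.65) in KO1, which were chosen after their values were seen. Kcnh2 and Glipr1 were called in KO1 as well, but Kcnh2 had 0 RNA-seq counts in both KO1 libraries, against 17 and 4 in WT cells, and Glipr1 had 1 footprint count in each KO1 library, against 80 and 55 in WT cells. Their fitted TE changes depend on the prior count and are not given. In KO2, the called genes were Mmp3, with a TE change of 4.04 (standard error 0.531, edgeR adjusted p = 9.34e-06) on 5 and 1 RNA-seq counts in KO2, Rps12, with 0.65 (standard error 0.0952, edgeR adjusted p = 6.62e-05), and Hist1h1a, with -0.89 (standard error 0.168, edgeR adjusted p = 0.0119). In KO3, Pid1 had a TE change of 3.68 on 3 and 6 RNA-seq counts, against 8 and 15 in WT cells. TE was lower in KO3 for Flvcr1 (log2 change -1.31), Tuba8 (-0.94) and Sfswap (-0.79), with edgeR adjusted p-values of 0.00715, 0.0104 and 0.0147. Ces2c and Gstm6 were called with higher TE in KO3 on RNA-seq counts of 1 or fewer per KO3 library.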

Differential expression analysis revealed that only a small number of genes showed significant changes in translation efficiency (TE), which is defined as ribosome footprint counts normalized by RNA-seq counts (Fig 4F). Moreover, translation of ER-targeted transcripts harboring signal peptides was not substantially altered in exon 5 KO cells (Fig 4G). Collectively, these results suggest that exon 5 is largely dispensable for translational regulation in both the global and ER-associated compartments under in vitro conditions.

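Signal peptides were represented by a list of 477 mouse genes for secreted, lumenal and membrane proteins with a signal peptide, written by hand and used in place of the UniProt keyword of the paper. The counts hold 476 of them. The shift of the list is its median log2 TE change minus the median of all other genes tested, with 1 transcript per gene. In KO1, TE of the list was higher by 0.07 on the log2 scale (372 genes, 63.98% of them above the median of the other genes), in KO2 the shift was -0.01 (371 genes, 46.9%), and in KO3 it was -0.02 (370 genes, 44.05%). Among 10000 random lists matched on mean expression, the list ranked at percentile 100 in KO1, 15.3 in KO2 and 4.01 in KO3. The camera test of limma 3.58.1, with its preset correlation between genes of 0.01, gave p-values adjusted over the 3 clones of 0.000192 in KO1, 0.893 in KO2 and 0.129 in KO3. With a correlation estimated from the data, the adjusted p in KO1 was 0.226, and fry gave 0.156, so the KO1 call does not hold under either test. The rank-sum test across genes, which treats genes as independent, gave a p of 6.02e-08 in KO1, 0.488 in KO2 and 0.0399 in KO3, and is not a test across replicates.

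Leaving out 1 replicate of WT or KO1 at a time, the KO1 shift stayed between 0.06 and 0.09. The KO2 shift ran from -0.05 to 0.03 and changed its direction without KO2 replicate 2, and the KO3 shift ran from -0.04 to -0.01.

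**Figure D3:**
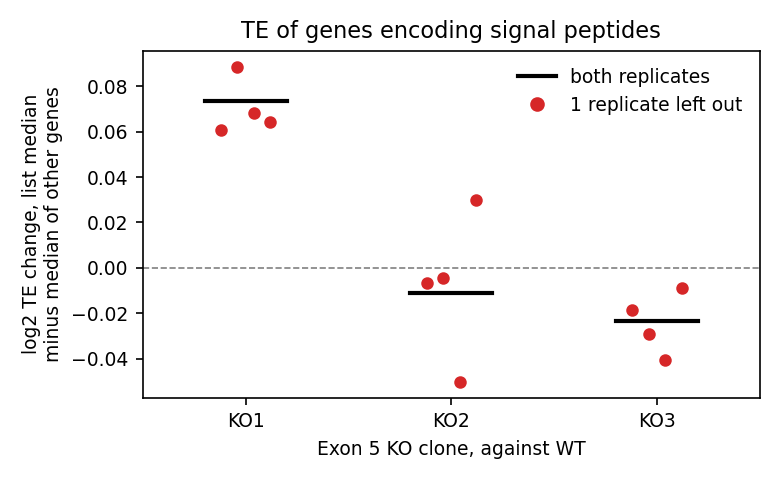
Shift of the log2 TE change of genes encoding signal peptides against all other genes tested (y axis) in each clone (x axis). Black lines use both replicates, and red points leave out 1 replicate of WT or the clone. The shift is 0.07 in KO1 and near or under 0 in KO2 and KO3.

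In KO1, the RNA of the list was lower than that of other genes, with a shift of -0.09, and its footprint counts had a shift of 0.01. A list of 24 ER chaperone and unfolded protein response genes had TE shifts of -0.004 in KO1, 0.02 in KO2 and 0.02 in KO3 (23 genes tested, camera p-values adjusted over all lists and clones of 0.57, 0.592 and 0.322).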

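The 3 clones are independent deletions of exon 5, so TE changes were also compared between them. In all 3 clones, 0 transcripts were called for TE, and 111 had an unadjusted p under 0.05 in each clone, 88 of them in the same direction. KO1 shared 0 called transcripts with KO2, where 322 had an unadjusted p under 0.05 in both, and 0 with KO3, where 385 did. KO2 and KO3 shared 1, Hist1h1a, whose TE was lower in KO2 and higher in KO3. Over all 16 libraries, the mean TE change of the 3 clones was called for 2 of 39662 transcripts, and 1775 had an unadjusted p under 0.05. The called transcripts, named here because there are so few, belong to Kcnh2 and Pid1, which had from 0 to 2 and from 0 to 6 RNA-seq counts in the exon 5 KO libraries. With at least 10 counts required in every library, edgeR called 0 transcripts for the mean, and 1006 of 23575 had an unadjusted p under 0.05. DESeq2 with the same requirement, chosen after seeing the values, called 2 transcripts with higher TE, 0 of them among those edgeR called without it. With a lysate term, the mean was called for 5 transcripts, and with a replicate block for 3. The test that the TE changes of the 3 clones are equal called 419 transcripts of 191 genes. A replicate block raised this to 744 and a lysate term to 986.

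TE changes of 39662 transcripts correlated between clones, with Pearson's r of 0.477 for KO1 and KO2, 0.438 for KO1 and KO3 and 0.474 for KO2 and KO3. Such values arise without any shared effect, because each clone is compared with the same WT libraries. In 100 simulations of unchanged clones that share their WT libraries, r was 0.519, 0.523 and 0.544 on average and never under 0.499, 0.494 and 0.521. These are correlations across transcripts, which are not independent replicates.

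For the genes of the EEF1B complex, the values are of the transcript with the most counts, which for Eef1d is ENSMUST00000137426.7, without exon 5. The TE change of Eef1d was -0.24 in KO1, -0.05 in KO2 and -0.14 in KO3, with edgeR adjusted p-values of 0.497, 1 and 0.861. Leaving out 1 replicate at a time, it stayed under 0 in each clone, from -0.29 to -0.20 in KO1 and from -0.26 to -0.04 in KO3. Its value in KO2 depends on WT replicate 1, without which it was -0.0003. The TE change also depends on the transcript: for ENSMUST00000154584.8, with exon 5, it was -0.10 in KO1, 0.08 in KO2 and -0.02 in KO3 (edgeR adjusted p = 0.865, 1 and 0.997). As a percent of ENSMUST00000109972.8, without exon 5, its counts were 116% and 116.2% in WT RNA-seq and between 89.8% and 92.6% in exon 5 KO RNA-seq. In Ribo-seq they were between 112.6% and 113.9% in WT cells and between 95.97% and 98.94% in the clones. Loss of exon 5 thus shifted these counts by different amounts in the assays. The TE change of either Eef1d transcript may partly come from this read counting. The TE change of Eef1b2 was -0.28, 0.14 and -0.14 in KO1, KO2 and KO3, that of Eef1g was -0.14, 0.02 and -0.20, and that of Vars was 0.07, -0.03 and -0.23. Of 16 genes named by the paper, 15 were found. In the fit without a block, none was called for TE over all genes tested in any clone. Of these genes, only Eef1d was examined with a replicate block (edgeR adjusted p = 0.172 in KO1, 0.993 in KO2 and 0.801 in KO3). The others, among them Eef1b2 in KO1 (edgeR adjusted p = 0.109 without a block), stay open under a block. With p-values of the fit without a block adjusted over the list alone, 4 genes were called in KO1, 1 in KO2 and 7 in KO3. In KO1 these were Eef1d (by the transcript without exon 5), Eef1b2 and Rrbp1 with lower TE and Alb with higher TE (0.24). The Eef1d call may partly come from the read counting at exon 5. In KO3 the called genes were Eef1g, Vars, Eef1a1, Eef1a2, Eef2, Rrbp1 and Alb, all with lower TE. The KO2 call, Gapdh, rests on 2 to 11 footprint counts per library, and the KO3 call of Eef1a2 on 0 RNA-seq counts in both WT libraries and 4 in each KO3 library. RNA was called for 8, 6 and 11 of these genes in KO1, KO2 and KO3 over all genes tested, and for 8, 10 and 12 adjusted over the list alone.

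Ribosomal protein genes (79 genes) had TE shifts of -0.11 in KO1, 0.12 in KO2 and -0.03 in KO3, with camera adjusted p-values of 1.52e-12, 5.55e-22 and 0.0112. Their direction differs between clones, and the adjusted p-values were 0.708, 0.551 and 0.913 with an estimated correlation and 0.297, 0.211 and 0.614 with fry, so none of these calls holds under those tests. From the TE changes, the signal peptide comparison and the puromycin incorporation assays, the paper proposes that translation in vitro, global or at the ER, depends little on exon 5.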

### Loss of exon 5 alters the subcellular distribution of EEF1D in mouse tissues

To investigate the in vivo role of exon 5 in EEF1D, we generated an exon 5 KO mouse model using the CRISPR/Cas9 system. Two independent exon 5 KO lines were established, and Sanger sequencing confirmed precise removal of the targeted exon in both lines (line #1 and #2) (Fig S4A–C). RT–PCR analysis of multiple tissues revealed that homozygous exon 5 KO mice specifically lacked the larger transcripts and retained only the shorter transcripts corresponding to the engineered deletion (Fig 5A). Deletion of exon 5 was further confirmed at the protein level (Fig S4D). These results confirm the successful generation of two independent mouse lines carrying in-frame deletions of exon 5. All subsequent analyses were performed using the homozygous exon 5 KO mouse line #1 unless otherwise specified.

**Figure S4.**
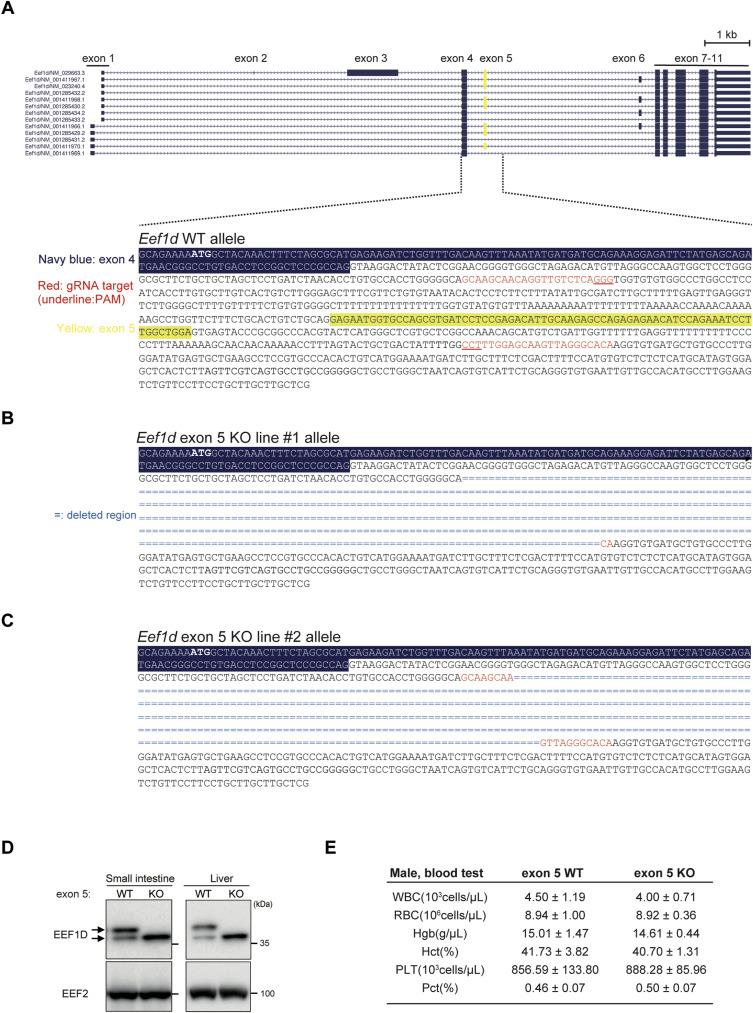
Generation of EEF1D exon 5 KO mice, related to Fig 5. **(A)** Schematic of the CRISPR/Cas9 targeting strategy for the mouse *Eef1d* genomic locus. The top panel shows the exon structure of the gene. The bottom panel shows the DNA sequence of the WT allele, with exon 4 highlighted in blue and exon 5 in yellow. gRNA target sequences are shown in red, with the PAM site underlined. **(B)** Sanger sequencing analysis of genomic DNA from the *Eef1d* exon 5 KO allele #1 founder mouse, showing the deletion of the targeted region. **(C)** Sanger sequencing analysis of genomic DNA from the *Eef1d* exon 5 KO allele #2 founder mouse, showing the deletion of the targeted region. **(D)** Immunoblot analysis of EEF1D protein in small intestine and liver lysates from WT and homozygous KO mice. EEF1D antibody (SC-393731; Santa Cruz Biotechnology) was used in this blot. **(E)** Summary table of hematological parameters for male exon 5 WT (n = 9) and KO (n = 10) mice. Values are presented as mean ± SD for white blood cell count (WBC), red blood cell count (RBC), hemoglobin (Hgb), hematocrit (Hct), platelet count (PLT), and plateletcrit (Pct).

**Figure 5.**
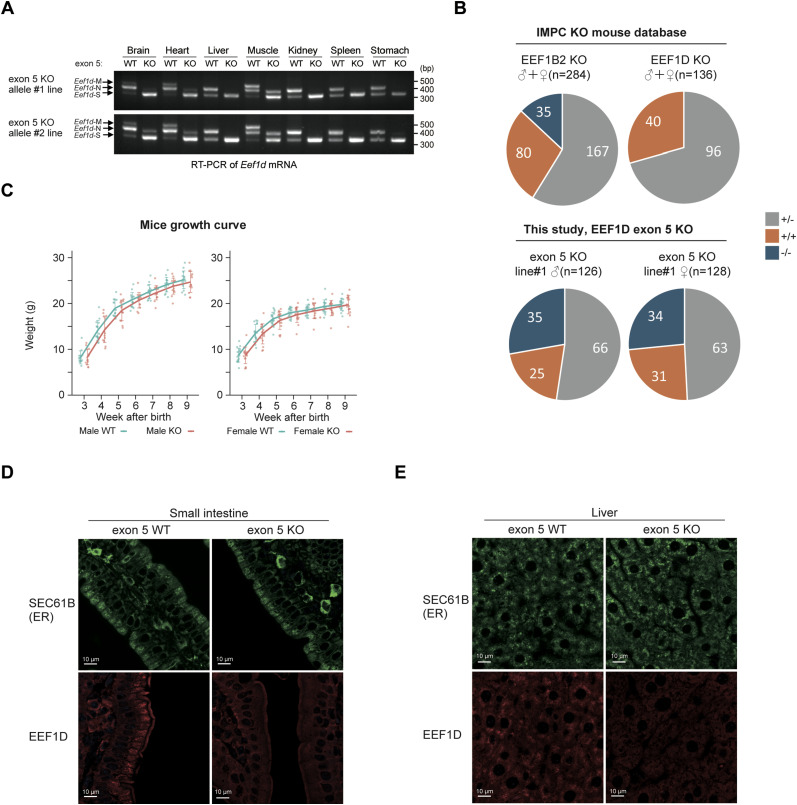
Relocalization of EEF1D in exon 5 KO mice. **(A)** RT–PCR analysis of *Eef1d* mRNA expression in various tissues from WT, homozygous KO line #1, and homozygous KO line #2 mice. The gel shows the PCR products corresponding to three short EEF1D variants. **(B)** Pie charts showing the birth rate distribution of WT, heterozygous, and homozygous KO genotypes. The top row shows data from the IMPC KO mouse database for *Eef1b2* KO and *Eef1d* KO mouse lines. The bottom row shows data from this study for the *Eef1d* exon 5 KO line #1, with male mice (left) and female mice (right) presented separately. The total number of mice (n) is indicated for each chart. **(C)** Growth curves for male (left) and female (right) WT and exon 5 KO mice. Body weight is plotted against age in weeks after birth. Mean ± SD and individual data points are shown for each group. **(D, E)** Confocal immunofluorescence images of mouse small intestine (D) and liver (E) showing the localization of SEC61B (green, top panels) and EEF1D (10630-1-AP; Proteintech, red, bottom panels) in WT and exon 5 KO mice. Scale bar, 10 μm.

Data from the International Mouse Phenotyping Consortium (IMPC) indicate that homozygous KO of *Eef1d* is embryonically lethal, whereas *Eef1b2* KO is not, highlighting the essential role of EEF1D in embryonic survival (Fig 5B, top). In contrast, EEF1D exon 5 KO mice were viable (Fig 5B, bottom) and exhibited no substantial differences in body weight from 3 to 9 wk of age compared with WT controls (Fig 5C). Moreover, hematological analyses showed no significant differences in white blood cell (WBC) count, RBC count, hemoglobin (Hgb), hematocrit (Hct), or platelet parameters between exon 5 KO and WT mice (Fig S4E), indicating that the exon 5-specific functions are dispensable for survival and hematopoiesis under basal conditions.

To explore the cellular and tissue-level consequences of exon 5 deletion, we next examined its impact in primary MEFs (Fig S5A). Co-IP experiments using lysates from WT and exon 5 KO MEFs revealed that the interaction between EEF1D and KTN1 was abolished in exon 5 KO cells, whereas interactions with other EEF1B complex components, including EEF1G and VARS, were preserved (Fig S5B). Consistent with our observations in C2C12 cells, immunostaining analysis showed that EEF1D co-localized with the ER marker KDEL in WT MEFs, whereas in exon 5 KO MEFs, EEF1D displayed a more diffuse cytoplasmic distribution (Fig S5C).

**Figure S5.**
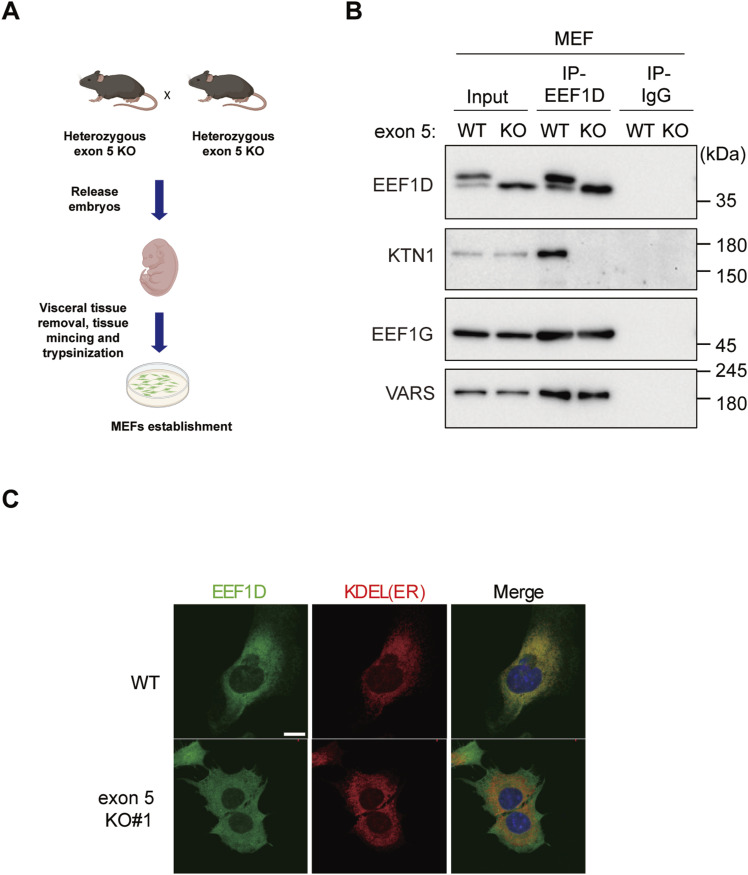
Analysis of exon 5 KO MEFs, related to Fig 5. **(A)** Schematic diagram illustrating the procedure for establishing MEFs from embryos derived from mating heterozygous *Eef1d* exon 5 KO mice. **(B)** Immunoblot analysis of EEF1D-IP and control IgG-IP from MEF lysates of WT and exon 5 KO genotypes. Input represents the total cell lysate before IP. EEF1D was detected using anti-EEF1D (SC-393731; Santa Cruz Biotechnology). **(C)** Confocal immunofluorescence images of WT and exon 5 KO MEF cells stained with anti-EEF1D (10630-1-AP; Proteintech, green), anti-KDEL (red), and DAPI (blue). Scale bars, 10 μm.

Next, to determine whether exon 5 regulates EEF1D localization in vivo, we examined the small intestine and liver as representative tissues using immunohistochemical and immunofluorescence analyses. The small intestinal epithelium is highly polarized, with clearly defined apical, basal, and ER-associated regions, allowing precise assessment of protein distribution relative to the ER. The liver was selected because of its high protein synthesis activity. In the small intestine, SEC61B—an ER marker—exhibited predominant localization in the apical region in both WT and exon 5 KO mice (Fig 5D, top), indicating that the overall ER distribution was not altered by exon 5 deletion. Consistent with this, electron microscopy analysis of small intestinal epithelial cells revealed no obvious differences in ER distribution or morphology between WT and exon 5 KO mice (Fig S6A), suggesting that loss of EEF1D exon 5 does not disrupt ER organization. In WT mice, small intestinal epithelial cells displayed strong EEF1D staining with a clear apical and ER-associated pattern, whereas epithelial cells from exon 5 KO mice showed diffuse cytoplasmic localization of EEF1D (Fig 5D bottom and Fig S6B). Consistent with our mouse data, immunohistochemical data from The human protein atlas showed that human small intestine tissue exhibits similar staining patterns for EEF1D, KTN1, and SEC61B (Fig S6C), providing additional support for ER localization of EEF1D in small intestinal epithelial cells. Similarly, hepatocytes from exon 5 KO mice exhibited loss of the localized EEF1D staining observed in WT hepatocytes (Figs 5E and S6D), whereas SEC61B distribution remained comparable between WT and exon5 KO tissues. Together, these results indicate that exon 5 enhances ER-associated localization of EEF1D in mouse tissues.

**Figure S6.**
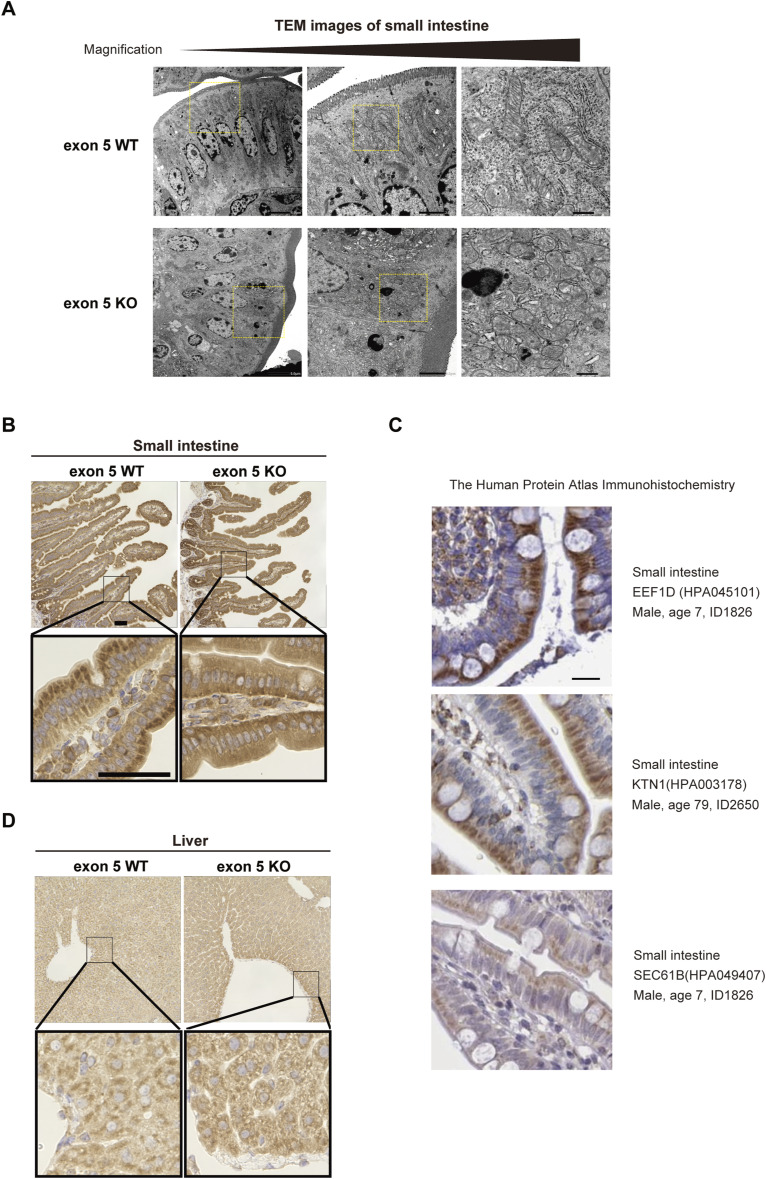
Changes in EEF1D localization in vivo, related to Fig 5. **(A)** Transmission Electron Microscopy images of the small intestine from WT and exon 5 KO mice. The yellow dotted box in the luminal area is shown at higher magnification. Scale bars, 5, 2, and 0.5 μm. **(B)** Immunohistochemistry images of the mouse small intestine showing EEF1D protein expression in vivo. The top panels show low magnification; the bottom panels show high magnification. Scale bar, 50 μm. **(C)** Immunohistochemistry images from the human protein atlas showing the cellular localization of EEF1D, KTN1, and SEC61B in human small intestine tissue. Each panel displays antibody and specimen information on the right side of the panel. Scale bars, 20 μm. **(D)** Immunohistochemistry images of mouse liver, as in (C), showing EEF1D protein expression in vivo. The top panels show low magnification; Bottom panels show high magnification. Scale bar, 50 μm.

### Deletion of exon 5 in mouse tissues shows tissue-specific down-regulation of the EEF1B complex

Given that exon 5 deletion altered EEF1D localization in the liver, we next sought to identify potential molecular alterations using whole-proteome analysis of liver tissue. In addition to liver samples, which served as a representative in vivo model, MEFs were analyzed to provide a complementary in vitro perspective. Whole-proteome analysis of liver tissue revealed significant down-regulation of EEF1B complex components, including EEF1D, as well as the anchor protein KTN1, in exon 5 KO samples compared with WT controls (Fig 6A, left). The protein level of EEF2, another key translation elongation factor, was unchanged, confirming the specificity of this effect for the EEF1D-containing complex. Notably, whole-proteome analysis of MEFs showed no significant differences between WT and exon 5 KO cells, suggesting that this phenotype occurs in a context-dependent manner (Fig 6A, right).

**Figure 6.**
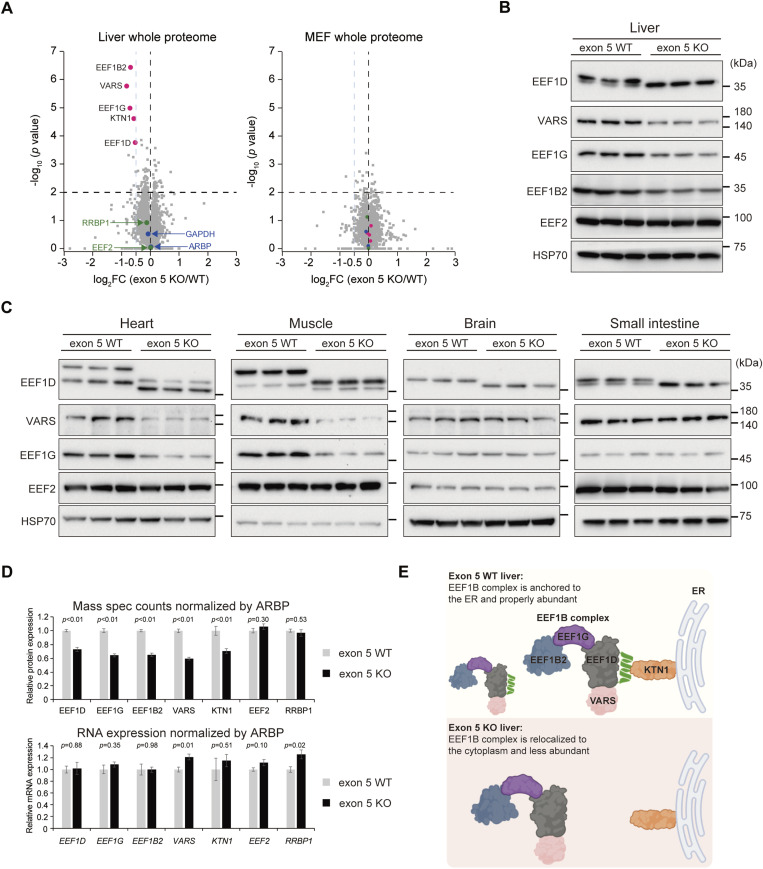
Loss of exon 5 leads to a decrease in the EEF1B complex in a tissue-specific manner. **(A)** Volcano plots of whole proteome analysis from WT and exon 5 KO liver (left) and MEFs (right). The x-axis represents the log_2_ FC in protein abundance between exon 5 KO and WT samples, and the y-axis represents the statistical significance as −log_10_ (*P*-value). The horizontal dashed line indicates the significance threshold (*P* = 0.01). Highlighted proteins include components of the EEF1B complex and KTN1 (magenta) and control proteins (green, blue). **(B)** Immunoblot analysis of EEF1B complex components in liver lysates from WT and exon 5 KO mice. EEF2 and HSP70 served as internal controls. EEF1D antibody (SC-393731; Santa Cruz Biotechnology) was used for detection. **(C)** Immunoblot analysis as in (B), using heart, skeletal muscle, brain, and small intestine lysates from WT and exon 5 KO mice. **(D)** Bar graphs showing relative protein expression from mass spectrometry counts (top) and relative mRNA expression determined by quantitative RT–PCR (bottom) for selected genes in WT and exon 5 KO liver, normalized to ARBP. Bars represent mean ± SEM, and *P*-values determined by *t*-test for genotypes comparison are shown above each pair (n = 5). **(E)** Model illustrating the role of EEF1D exon 5 in mouse liver. In the exon 5 WT state (top), the EEF1B complex is anchored to the ER via interaction between EEF1D and KTN1. In the exon 5 KO state (bottom), loss of this interaction causes relocalization of the complex from the ER to the cytoplasm and reduces its stability.

To determine whether this effect extends beyond the liver, we analyzed heart, skeletal muscle, brain, and small intestine tissues by immunoblotting for components of the EEF1B complex. Immunoblot analysis of an independent cohort of mice confirmed reduced levels of EEF1B complex proteins in the livers of exon 5 KO mice (Fig 6B). Decreased levels of EEF1D, VARS, and EEF1G were also observed in the heart and skeletal muscle (Fig 6C, left two panels). In contrast, no reductions in EEF1B complex components were detected in the brain or small intestine (Fig 6C, right two panels). Notably, although protein levels of EEF1B complex components were reduced in exon 5 KO livers, mRNA levels of *Eef1d*, *Eef1g*, *Eef1b2*, and *Vars* remained unchanged (Fig 6D), indicating that this reduction occurs at the post-transcriptional level. These results demonstrate that down-regulation of the EEF1B complex in exon 5 KO mice occurs in a tissue-specific manner.

We next assessed the functional impact of EEF1B complex down-regulation on hepatic protein synthesis using a puromycin incorporation assay. Despite reduced protein levels of the EEF1B complex, no significant differences in global translation were observed between WT and exon 5 KO livers (Fig S7A and B). This finding suggests that the residual EEF1B complex is sufficient to sustain protein synthesis under the experimental conditions examined, or alternatively, that compensatory mechanisms act to preserve translational activity. In addition, we conducted plasma biochemical analyses to assess key indicators of hepatic synthetic function and metabolism status, including albumin, total protein, glucose, and triglyceride levels. Consistent with the translational analyses, no significant differences were observed between exon 5 KO and WT mice (Fig S7C), indicating that deletion of exon 5 does not impair liver function under physiological conditions.

**Figure S7.**
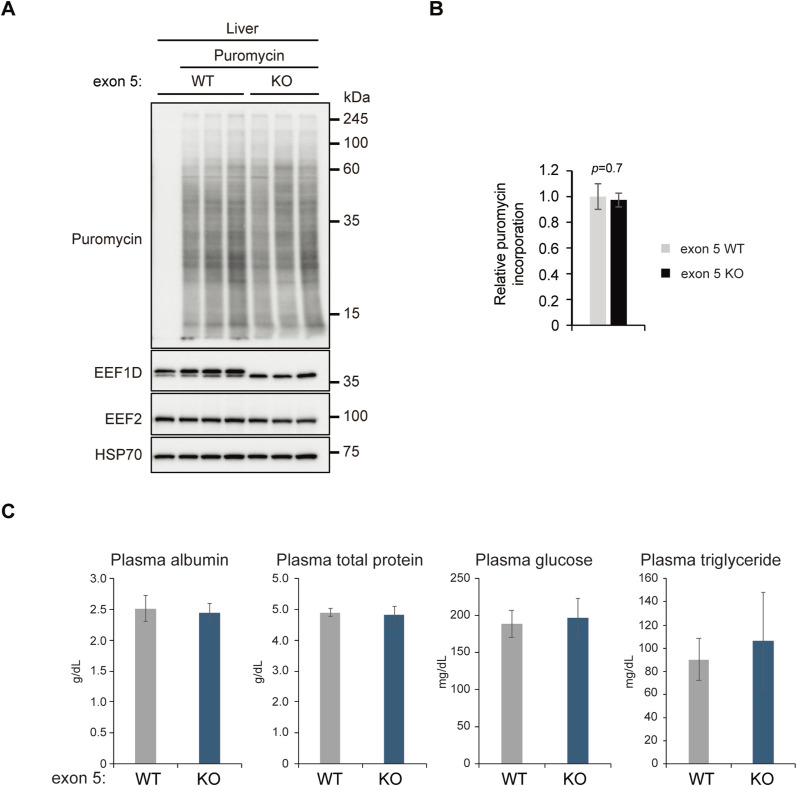
Nascent protein synthesis is not largely affected in liver tissues from exon 5 KO mice, related to Fig 6. **(A)** Representative immunoblot of puromycin incorporation in liver tissue from WT and exon 5 KO mice. The leftmost lane is a puromycin-negative control. EEF1D antibody (SC-393731; Santa Cruz Biotechnology) was used in this blot. **(B)** Quantification of relative puromycin incorporation from the blot shown in (A). Bars represent mean ± SEM for exon 5 WT and KO liver (n = 3). *P*-value was determined by a *t*-test. **(C)** Bar graphs showing plasma biochemical analysis for male exon 5 WT (n = 10) and KO (n = 13) mice. Data are presented as mean ± SD for plasma albumin, total protein, glucose, and triglycerides.

Taken together, although the phenotypic consequences of exon 5 KO are subtle, our findings support a mechanistic model in which alternative splicing of EEF1D governs the subcellular positioning of the EEF1B complex to the ER through interaction with KTN1. Conversely, exclusion of exon 5 abolishes this interaction, resulting in relocalization of the EEF1B complex from the ER to the cytoplasm, which is associated with a tissue-specific reduction in complex abundance (Fig 6E).

## Discussion

Our data reveal that exclusion of exon 5 from *Eef1d* through alternative splicing disrupts anchoring of the EEF1B complex to the ER membrane via KTN1. This finding uncovers a previously unrecognized layer of translational regulation in animals, whereby alternative splicing of a core elongation factor controls its molecular interactions, protein abundance, and subcellular localization. Notably, the expression ratio of EEF1D splice variants—with or without exon 5—varies among mouse tissues, suggesting that the extent of EEF1D association with the ER may contribute to tissue-specific functions. Furthermore, the exon 5 KO mouse model generated in this study provides a valuable tool for investigating the physiological consequences of disrupting this molecular anchoring mechanism in vivo.

Previous work by Ong et al demonstrated that residues 1,125–1,165 of KTN1 interact with EEF1D; however, the specific region of EEF1D responsible for this interaction remained unidentified (10). Our findings reveal that the α-helix encoded by exon 5 constitutes the KTN1-binding interface. This conclusion is supported by a concurrent study by Teixeira et al (29), which used structural prediction and biochemical assays using recombinant proteins to identify the N-terminal helix of EEF1D (residues 30–66, corresponding to the exon 5-encoded helix) as the KTN1 binding site. Although our study primarily focuses on the interaction between EEF1D and KTN1, we also identified differential binding of another ER-associated protein, RRBP1, suggesting that RRBP1, together with KTN1, may regulate the association of the EEF1B complex and the ER. Furthermore, our data demonstrate that deletion of exon 5 abolishes ER anchoring of the entire EEF1B complex. Relocalization of the EEF1B complex in exon 5 KO cells was consistently observed across multiple systems, including immortalized cell lines, primary MEFs, and mouse tissues. Human intestinal epithelial cells also exhibited colocalization of EEF1D, KTN1, and ER markers, supporting conservation of this mechanism across species. Collectively, our results identify exon 5 as a previously unrecognized KTN1-binding module that governs subcellular positioning of the EEF1B complex.

Given that intracellular mRNA localization and localized translation are widely used to achieve spatial control of protein synthesis (30), changes in EEF1D localization may influence translation in a spatially restricted manner. Indeed, disruption of the KTN1–EEF1D interaction has been shown to reduce membrane protein expression, supporting the idea that KTN1 anchors translational regulators to the ER to locally promote protein synthesis (23). However, in our analyses, despite clear relocalization of EEF1D in exon 5 KO cells and tissues, puromycin-labeling assays revealed no significant differences in global translation rates compared with WT controls. These findings suggest that ER association of the EEF1B complex does not play a dominant role in regulating overall protein synthesis under basal conditions. Furthermore, we did not detect altered translation efficiency of transcripts encoding signal peptides in our Ribo-seq analysis using Hepa1-6 cells, nor did we observe changes in serum albumin levels in exon 5 KO mice. Consistent with these observations, we recently reported that KTN1 recruits aminoacyl-tRNA synthetases to the ER membrane and that disruption of this localization has only a limited impact on global translation (27). Together, these findings suggest that ER localization of translation regulators, including the EEF1B complex, contributes to protein synthesis in a context-dependent manner rather than previously appreciated.

The abundance of protein complex components is often coordinated at the post-translational level to maintain stoichiometry (31, 32). Our proteomic and immunoblot analyses revealed that liver, heart, and skeletal muscle tissues from exon 5 KO mice exhibited uniformly reduced protein levels of EEF1D, together with its canonical complex partners (EEF1G, EEF1B2, VARS) and KTN1. Interestingly, this down-regulation was not observed in MEFs, brain, and small intestine tissues, indicating that stability of the dissociated EEF1B complex may be differentially regulated or compensated in a tissue-specific manner. Although the EEF1B complex was mislocalized and reduced in abundance in multiple tissues of exon 5 KO mice, these molecular alterations did not result in measurable defects in early development or growth in young animals. Notably, genetic disruption of the large isoform, EEF1D-L, in mice has been reported to result in normal behavior in basal conditions, but to impair locomotor activity after fear conditioning (15). Furthermore, protein synthesis is known to be sensitive to cellular stress, and reduced availability of aminoacyl-tRNAs under stressed conditions can compromise translation elongation (33, 34). It, therefore, remains possible that ER tethering of the EEF1B complex becomes functionally important under specific physiological or stress conditions. Future studies involving ER stress, metabolic challenge, or aging may help clarify the context-dependent relevance of exon 5-mediated regulation of EEF1D localization and abundance.

Because the ER is a multifunctional organelle beyond its role in protein translation, recruitment of EEF1D to the ER may influence additional ER-associated processes. KTN1 has been reported to act as a critical scaffold that organizes diverse binding partners involved in ER dynamics (22). These partners include the plus-end directed motor kinesin-1, the dynein adaptor protein CDR2, and the small GTPase RhoG, linking ER positioning to the cytoskeletal network (29, 35, 36). Recent studies have shown that CDR2 and its homolog CDR2L regulate ER morphology via KTN1 binding, and that this interaction competes with EEF1D binding to KTN1 (29). Although these findings raise the possibility that exon 5 KO mice may exhibit alterations in ER structure or organization, our electron microscopy analysis did not reveal overt ER structural abnormalities in the small intestine. In addition to these KTN1-associated pathways, our IP-MS identified the SNARE protein VAMP7 as an exon 5-dependent binding partner of EEF1D, as well as multiple SNARE proteins as exon 6-associated proteins. VAMP7 and SNARE proteins play essential roles in vesicle transport along microtubules, endosomal sorting, and autophagy (37, 38). Because vesicle trafficking is closely linked to ER function and membrane dynamics, these findings suggest a potential connection between alternative splicing of EEF1D and broader membrane-associated processes. Elucidating these aspects will enhance our understanding of how tissue-specific alternative splicing of EEF1D coordinates the translational machinery with membrane-associated dynamics.

A limitation of this study is that we did not determine the absolute ratio of soluble to ER membrane-associated EEF1D or the molar ratio of KTN1 to EEF1D. Semi-quantitative densitometric analysis of EEF1D band intensity in Fig S1A suggested that the relative ratios of EEF1D-S to EEF1D-N in liver were ∼1:0.4–0.7 across three independent antibodies. However, these data do not distinguish the fraction of EEF1D-N associated with the ER membrane, and therefore do not provide a direct measure of ER membrane-bound versus soluble pools. In addition, accurate estimation of the molar ratio between KTN1 and EEF1D would require cross-comparison between different antibodies, which is technically challenging and was not addressed in this study. These parameters are likely to vary depending on cell type, tissue context, and physiological state and will require dedicated quantitative biochemical or proteomic analyses in future studies.

## Materials and Methods

### Cell culture

C2C12 myoblast cells were obtained from American Type Culture Collection (CRL-1772; ATCC), cultured in DMEM (Cat# 08459-64; Nacalai Tesque) with 20% FBS (Gibco) and 50 U/ml Penicillin and Streptomycin (Nacalai Tesque) at 37°C in a humidified 5% CO_2_ incubator. Hepa1–6 cells were obtained from RIKEN BRC (RCB1638), cultured in DMEM with 10% FBS and 50 U/ml Penicillin and Streptomycin, 1% MEM-nonessential amino acids (100×, Nacalai Tesque), 2 mM L-glutamine (Nacalai Tesque), 1 mM sodium pyruvate (Nacalai Tesque) at 37°C in a humidified 5% CO_2_ incubator. HEK293T cells (ATCC; CRL-3216) and HeLa cells (ATCC; CCL-2) were cultured in the same conditions as Hepa1-6 cells. The cell growth curve was measured by cell counting every 2 d. The degree of cell proliferation of C2C12 and Hepa1-6 cells was represented as the accumulated population doubling level (log_2_ [cell number after 2 d/initial seeded cell number]).

### Subcloning, plasmids, and expression

The cDNA encoding the short isoforms of mouse EEF1D was amplified by PCR from samples of postnatal day 28 mouse (C57BL/6, male) liver and skeletal muscle. The coding sequence (CDS) of the short isoforms—designated N (281 amino acid, Consensus CDS [CCDS] ID: CCDS27554.1), S (257 amino acid, CCDS70638.1), and M (300 aa, CCDS ID not registered, but corresponding to RefSeq IDs: NP_001398895, NP_001398896, NP_001398897)—were verified by Sanger sequencing and subsequently subcloned into the lentiviral expression vector pCSIIpuro with an N-terminal FLAG-tag. The resulting constructs and pCSIIpuro-empty control were introduced into C2C12 and Hepa1–6 via lentivirus infection. Lentivirus was produced by co-transfecting HEK293T cells with each expression construct, the packaging plasmid pPAX2 (#12260; Addgene), and the envelope plasmid pMD2.G (#12259; Addgene) using PEI-MAX polyethyleneimine transfection reagent (Polysciences). The lentiviral supernatant was collected 48 h post-transfection, supplemented with 4 μg/ml polybrene (Sigma-Aldrich), and applied to C2C12 and Hepa1-6 cells for 24 h. Infected cells were then selected with puromycin (Sigma-Aldrich) to establish stable cell lines expressing the respective constructs.

The CDS of human EEF1D with exon 5 inclusion (EEF1D-N), exon 5 exclusion (EEF1D-S), and partial leucine zipper deletion (EEF1D-N[ΔLZ]) were obtained from plasmids FXC34505E, FXC34503E, and FXC34504E, respectively, from the Kazusa cDNA clone collection (Kazusa DNA Research Institute, https://www.kazusa.or.jp/). Deletion of the EEF1G binding domain (Δ1G) was achieved by truncating aa 1–28 from the CDS of EEF1D-N and EEF1D-S, resulting in the constructs EEF1D-N(Δ1G) and EEF1D-S(Δ1G). All CDS variants were subcloned into the mammalian expression vector pcDNA3 with an N-terminal HA-tag. These constructs were transiently transfected into HEK293T cells using PEI-MAX reagent.

The CDS of human KTN1 WT lacking a stop codon was obtained from plasmid FXC11648 from the Kazusa cDNA clone collection. To delete the EEF1D binding domain (Δ1D) from KTN1 (KTN1 Δ1D), the EEF1D binding domain (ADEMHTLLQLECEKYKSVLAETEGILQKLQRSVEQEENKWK), as previously reported (10), was deleted using the In-Fusion HD Cloning Kit (Takara). Both CDS constructs were then transferred to the doxycycline-inducible PiggyBac plasmid PB-TA-ERN-FLAG(C) (a modified version of Addgene plasmid #80474, with a C-terminal FLAG sequence inserted), resulting in expression plasmids encoding C-terminal FLAG-tagged proteins. To generate HeLa cells expressing either KTN1 WT or KTN1 Δ1D, previously generated KTN1-KO HeLa cells (27) were rescued via co-transfection of the respective PB-TA-ERN-FLAG(C)-KTN1 constructs along with the Super PiggyBac Transposase Expression Vector (System Biosciences) using FuGENE HD (Promega). After transfection, cells were selected with 600 μg/ml G418 for 1 wk, and then treated with 1 μg/ml doxycycline (D5897; LKT Laboratories) for 3 d to induce expression.

### Generation of EEF1D exon 5 KO cell line by the CRISPR-Cas9 system

Single guide RNAs (sgRNAs) were designed using the CRISPR Targets Track from UCSC Genome Browser (https://genome.ucsc.edu/) to target intron 4 and intron 5 of the *Eef1d* genomic sequence. 

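In GRCm38, exon 5 of Eef1d covers 72 bp of chromosome 15, from 75900691 to 75900762 on the minus strand. Its sequence is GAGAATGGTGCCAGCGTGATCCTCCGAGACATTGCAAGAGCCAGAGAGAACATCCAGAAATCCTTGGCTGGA, which begins in phase 0 and encodes the 24 amino acids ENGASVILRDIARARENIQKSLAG, so its removal keeps the reading frame. The coding exon before it runs from 75901132 to 75901248. Intron 4 has 369 bp, from 75900763 to 75901131. The span called intron 5 here has 3771 bp, from 75896920 to 75900690, and ends at a coding exon of 100 bp. The paper describes exon 6 as alternatively spliced, so this span may hold that exon and exceed the paper's intron 5. The annotation in the table lists 6 Eef1d transcripts with exon 5 and 9 without it.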

Two different sgRNAs targeting intron 4 (designated S1 and S2) and two targeting intron 5 (S3 and S4) were individually subcloned into the vector pSpCas9(BB)-2A-puro (#48139; Addgene), resulting in the constructs pSpCas9-S1 (pS1), pSpCas9-S2 (pS2), pSpCas9-S3 (pS3), and pSpCas9-S4 (pS4). The oligonucleotide sequences used for sgRNA cloning (S1-F/R, S2-F/R, S3-F/R, and S4-F/R) are listed in Table 2. 

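Each of the 4 guide sequences has 1 exact match followed by an NGG PAM in GRCm38, and all 4 lie beside exon 5 on chromosome 15. S1 (GCAAGCAACAGGTTGTCTCA) matches the minus strand from 75901002 to 75901021 and S2 (GGTGGGCTAGAGACATGTTA) from 75901090 to 75901109, both in intron 4 and both with the PAM GGG. S3 (TGTGCCCTAACTTGCTCCAA) matches the plus strand from 75900534 to 75900553 with the PAM AGG, and S4 (AGTTCGTCAGTGCCTGCCGG) the minus strand from 75900390 to 75900409 with the PAM GGG. Both lie in intron 5, where the annotation also places a noncoding exon of Eef1d. The predicted break lies 242 bp from exon 5 for S1, 330 bp for S2, 140 bp for S3 and 298 bp for S4. No site in the genome differs from a guide by 1 base. S2 has 1 site with 2 mismatches, in an intron of Shank2 on chromosome 7, from 144418852 to 144418871, with the substitutions T8C and A11G counted from 1 at the 5′ end of the guide. Sites with 3 mismatches number 4 for S1, 9 for S2, 8 for S3 and 1 for S4. None of the sites with up to 3 mismatches lies in a coding exon, and editing at them was not measured.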

To delete exon 5, the following plasmid combinations: pS1+pS3, pS1+pS4, pS2+pS3, and pS2+pS4, were transfected into C2C12 and Hepa1-6 cells using Lipofectamine 3000 (Thermo Fisher Scientific). 2 d after transfection, cells were selected with puromycin for 3 d. The resulting heterogeneous population was then subjected to single-cell cloning via limiting dilution cloning. Individual clones were screened for successful homozygous exon 5 deletion by PCR and Sanger sequencing using the following primers: 5′-GATTCTATGAGCAGATGAACGG-3′ and 5′-CTTCCAAGGCATGTGGCAAC-3′. The plasmid combinations used for each clone were as follows. For C2C12 exon 5 KO cells: clone #1 (pS1 + pS3), clone #2 (pS1 + pS4), and clone #3 (pS2 + pS4). For Hepa1-6 exon 5 KO cells: clone #1 (pS1 + pS4), clone #2 (pS1 + pS4), and clone #3 (pS2 + pS4).

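From the positions of the guide sites, with a break 3 bases from the PAM, S1 and S4 remove 612 bp of chromosome 15, from 75900393 to 75901004, in clones #1 and #2. S2 and S4 remove 700 bp, from 75900393 to 75901092, in clone #3. Each deletion takes all 72 bp of exon 5 and 298 bp of intron 5, with 242 bp of intron 4 in clones #1 and #2 and 330 bp in clone #3. These are the deletions that joining of both breaks without further loss would leave, and the junctions of the clones were not analysed here.

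**Figure D4:**
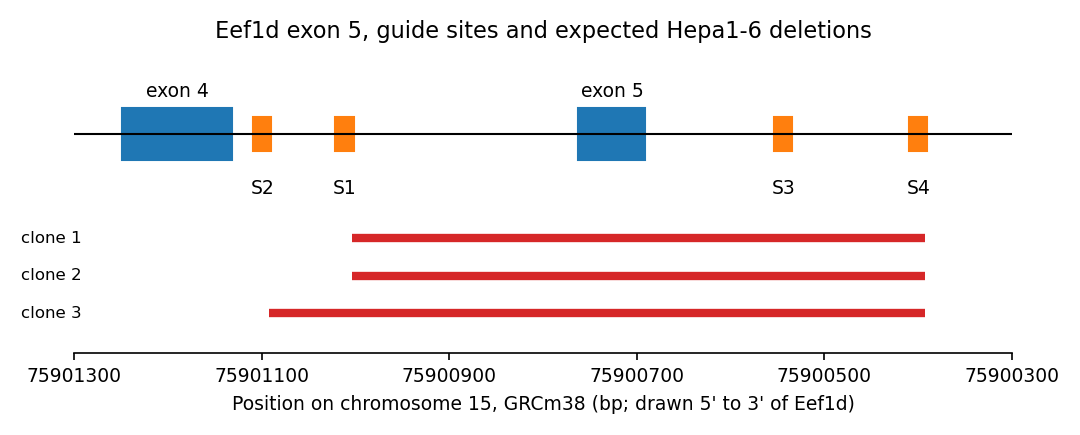
Exons 4 and 5 of Eef1d (blue), the sites of the 4 guides (orange) and the deletions that the guide pairs would leave in the 3 Hepa1-6 clones (red), along chromosome 15 of GRCm38 in bp, drawn in the direction of transcription. All 3 deletions cover exon 5 and leave exon 4.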

**Table 2.** Oligonucleotides used for sgRNA targeting exon 5.

Target	Sequence (5′-3′)
S1-F	CAC​CGG​CAA​GCA​ACA​GGT​TGT​CTC​A
S1-R	AAA​CTG​AGA​CAA​CCT​GTT​GCT​TGC​C
S2-F	CAC​CGG​GTG​GGC​TAG​AGA​CAT​GTT​A
S2-R	AAA​CTA​ACA​TGT​CTC​TAG​CCC​ACC​C
S3-F	CAC​CGT​GTG​CCC​TAA​CTT​GCT​CCA​A
S3-R	AAA​CTT​GGA​GCA​AGT​TAG​GGC​ACA​C
S4-F	CAC​CGA​GTT​CGT​CAG​TGC​CTG​CCG​G
S4-R	AAA​CCC​GGC​AGG​CAC​TGA​CGA​ACT​C

### Generation of EEF1D exon 5-deficient mice

EEF1D exon 5-deficient mice were generated by improved genome editing via oviductal nucleic acid delivery (i-GONAD) method, as previously described (39). Briefly, based on our prior evaluation of EEF1D exon 5 KO efficiency in cell lines, we designed the following two CRISPR RNAs (crRNAs) flanking exon 5: 5′-GCA​AGC​AAC​AGG​UUG​UCU​CA-3′ and 5′-UGU​GCC​CUA​ACU​UGC​UCC​AA-3′. The crRNAs and the trans-activating small RNA (tracrRNA) were mixed to prepare the guide RNA (gRNA). Male C57BL/6J mice were mated with female BDF1 (C57BL/6 × DBA/2) mice to generate embryos with a hybrid genetic background. At 0.7 d post coitum, the gRNA (30 μmol) and Cas9 protein (1 μg) were injected into the oviductal lumen upstream of the ampulla of pregnant BDF1 females using a glass micropipette. After injection, the oviducts were covered with a piece of Kimwipes paper soaked in saline, grasped in tweezer-type electrodes (Nepa Gene Co., Ltd.), and electroporated using a square-wave pulse generator NEPA21 system (Nepa Gene Co., Ltd.). The electric conditions are as follows: three poring pulses (50 V/5 ms wavelength/50 ms duration/10 decay rate/± polarity) and six transfer pulses (10 V/50 ms wavelength/50 ms duration/40 decay rate/± polarity). After electroporation, the oviduct was returned to its original position in the peritoneal cavity. The epidermis was sutured with clips. The RNA oligos and Cas9 protein were purchased from Integrated DNA Technologies, Inc. The screening of founder pups was performed by PCR and Sanger sequencing. PCR for genotype was performed with the following primers: 5′-GAT​TCT​ATG​AGC​AGA​TGA​ACG​G-3′ and 5′-CTT​CCA​AGG​CAT​GTG​GCA​AC-3′. Progeny carrying the desired genome edit were backcrossed to C57BL/6J mice. Body weights of mice were recorded weekly from 3 to 9 wk of age. A minimum of 14 mice per genotype and sex were monitored. All mice were housed under standard laboratory conditions with ad libitum access to food and water. All animal experiments were performed in accordance with relevant guidelines and regulations and were approved by the Animal Experiment Committee of Tohoku University (Approval No. 2022MdA-085-04).

### Isolation and cell culture of MEFs

Heterozygous offspring were intercrossed to produce homozygous mutant animals, from which MEFs were isolated as described previously (40, 41). MEFs were cultured in DMEM with 10% FBS and 50 U/ml Penicillin and Streptomycin, 1% MEM-nonessential amino acids, 2 mM L-glutamine, 1 mM sodium pyruvate, and 0.1 mM β-mercaptoethanol (Thermo Fisher Scientific) at 37°C in a humidified 5% CO_2_ incubator. Early-passage MEFs (passages 2–5) were used for all experiments.

### Preparation of mouse tissue powder for protein and RNA extraction

Mouse tissues, including the brain, heart, liver, skeletal muscle, kidney, spleen, stomach, and small intestine, were rapidly excised and flash-frozen in liquid nitrogen. While still frozen, the tissues were pulverized into fine powder using a pre-chilled mortar and pestle. The resulting tissue powder was used for subsequent total RNA and protein extraction, as described below.

### RNA isolation and reverse transcription (RT)-PCR analysis

Total RNA was extracted from frozen mouse tissue powder and cultured cells with the use of an SV Total RNA Isolation System (Promega) according to the manufacturer’s instructions. Reverse transcription (RT) was performed using the PrimeScript RT Reagent Kit (Takara), and the resulting cDNA was used for downstream applications, including conventional PCR followed by gel electrophoresis and Sanger sequencing, or real-time quantitative PCR (qPCR) analysis. qPCR was conducted using a StepOnePlus Real-Time PCR System (Life Technologies) with Fast SYBR Green Master Mix (Life Technologies). Gene expression levels were quantified using the 2^−ΔΔCT^ method and normalized to mouse Arbp mRNA. Primer sequences are provided in Table 3.

**Table 3.** Oligonucleotides used in PCR experiments.

Target	Sequence (5′-3′)
mEef1d-F (gel)	ATG​GCT​ACA​AAC​TTT​CTA​GCG​CAT​G
mEef1d-R (gel)	CTC​CAC​TTG​ACG​CAT​AGG​AGA​GAC
mEef1d-F	ATG​GAA​CGC​ACA​CAA​GTC​TC
mEef1d-R	CAG​AGA​AGA​AGG​CCA​AGA​AGC
mEef1g-F	TGC​TGA​CAG​TGA​CAT​CGT​TC
mEef1g-R	GAT​TCG​CTT​CAC​CTC​CTC​TTT​C
mEef1b2-F	GTA​GAA​GAC​ACC​ACA​GGA​AGT​GG
mEef1b2-R	ACT​GTG​CAA​GGC​GTT​CTT​CTC​G
mVars-F	CCA​TCA​ACG​GAC​GTG​GCA​TTC​T
mVars-R	GGA​CGG​TGA​TAA​AGT​AGG​CAG​G
mKtn1-F	TGG​AAT​CCG​AGC​AAA​AGA​GGG
mKtn1-R	TTC​TGC​TAG​AAC​TGA​AGC​GGA​G
mRrbp1-F	CTC​AGC​TGG​ATG​AAG​CCA​AGA
mRrbp1-R	TGG​CTC​CTC​ATG​TCA​CTC​AAC
mEef2-F	CAG​AAG​TAC​CGT​TGT​GAG​CTG​C
mEef2-R	GTC​AGA​GGT​TGG​CAC​CAT​CTT​G
mArbp-F	GGA​CCC​GAG​AAG​ACC​TCC​TT
mArbp-R	GCA​CAT​CAC​TCA​GAA​TTT​CAA​TGG

### Protein extraction and quantification

Frozen tissue powder or cultured cells were lysed on ice for 30 min with Cell Lysis Buffer containing 50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 0.5% NP-40, 10% glycerol, 10 μg/ml aprotinin, 10 μg/ml leupeptin, 1 mM PMSF, 0.4 mM EDTA, 10 mM NaF, 0.4 mM sodium orthovanadate, and 10 mM sodium pyrophosphate. Lysates were centrifuged at 20,000*g* for 15 min at 4°C, and the resulting supernatant was subjected to protein quantification using Pierce 660 nm Protein Assay Reagent (Thermo Fisher Scientific).

### Lambda phosphatase treatment

Frozen tissue powder was lysed with Cell Lysis Buffer in the absence of phosphatase inhibitors. Then the tissue lysates were treated with Lambda Protein Phosphatase (P0753; New England Biolabs) in 1× NEBuffer Pack for Protein MetalloPhosphatases (50 mM Hepes, 100 mM NaCl, 2 mM DL-Dithiothreitol, 0.01% Brij 35), supplemented with 1 mM MnCl_2_. The reaction mixture was incubated at 37°C for 30 min and was subjected to immunoblot analysis.

### IP using Anti-FLAG M2 magnetic beads

Anti-FLAG M2 magnetic beads (M8823; Sigma-Aldrich) were washed with Wash Buffer (40 mM Tris–HCl [pH 7.5],150 mM NaCl, 0.1% Triton-X-100, 5% Glycerol) and then incubated with cell lysates in Cell Lysis Buffer for 60 min at 4°C with rotation. Beads were washed twice with Wash Buffer and once with Elution Buffer (40 mM Tris–HCl [pH 7.5],150 mM NaCl, 0.05% Triton-X-100). Then, bead-bound proteins were eluted with Elution Buffer supplemented with 500 μg/ml FLAG peptide (Cat#F3290; Sigma-Aldrich) at room temperature for 15 min. Eluates were subjected to mass spectrometry analysis and immunoblot analysis.

### IP using HA-tagged protein purification kit

HA-tagged protein purification kit (#3320; MBL) was used for HA-IP. Briefly, cell lysates were incubated with HA-tag beads in a Spin Column for 60 min at 4°C with rotation. Columns were washed once with Wash Solution (provided in the kit) and eluted with Elution Peptide Solution (provided in the kit). Eluates were subjected to immunoblot analysis.

### IP using Dynabeads Protein G

Dynabeads Protein G (Thermo Fisher Scientific) were washed with Wash Buffer and incubated with the appropriate amount of antibody (anti-EEF1D or anti-FLAG[M2]) in Wash Buffer for 15 min at room temperature with rotation. Antibody-coated beads were then incubated with cell lysates in Cell Lysis Buffer for 60 min at 4°C with rotation. Beads were washed three times with Wash Buffer, and bead-bound proteins were eluted with 2× SDS sample buffer (diluted from 6× SDS sample buffer: 0.35 M Tris–HCl [pH 6.8], 10% wt/vol SDS, 36% vol/vol Glycerol, 0.012% wt/vol Bromophenol blue, 5% vol/vol beta-mercaptoethanol) and subjected to immunoblot analysis.

### Nascent protein synthesis analysis

C2C12 or Hepa1–6 cells seeded in the 6 cm dishes were treated with the medium containing 10 μg/ml puromycin for 30 min. After removing the supernatant, the cells were directly lysed in the dish and stored. To measure the rate of nascent protein synthesis in vivo, mice were injected intraperitoneally with puromycin at 40 mg/kg body weight. 30 min after the injection, mice were euthanized by cervical dislocation. Tissues were rapidly dissected, immediately snap-frozen in liquid nitrogen, pulverized, and lysed. Cell and tissue lysates were subjected to immunoblot to detect puromycin incorporation.

### Nascent protein synthesis analysis and ER fractionation

C2C12 cells were treated with puromycin for 10 min before cell fractionation. ER and cytoplasmic fractions were isolated from 3 × 10^7^ cells using the Minute ER Enrichment Kit (ER-036; Invent Biotechnologies) according to the manufacturer’s instructions. Protein concentrations were determined, and equal amounts of protein were subjected to immunoblotting.

### Gel filtration of C2C12 cell lysates

Cells were grown to ∼80–90% confluence before sample collection. Cells were washed with PBS, and Cell Lysis Buffer was added directly to the culture dish. Lysates were incubated on ice for 30 min. The lysates were then clarified by centrifugation at 15,000*g* for 10 min at 4°C. Protein concentration was determined, and equal amounts of protein from WT and exon 5 KO samples were used for subsequent size exclusion chromatography.

Size exclusion chromatography was performed on a Superose 6 column (10/300 Gl; Cytiva), at a flow rate of 0.4 ml/min. The column was equilibrated with a buffer composed of 50 mM Tris–HCl (pH 7.5) and 150 mM NaCl. To estimate the molecular size, molecular weight standards were used: thyroglobulin (Sigma-Aldrich), 662 kD; apoferritin (Sigma-Aldrich), 440 kD; β-amylase (Sigma-Aldrich), 200 kD; alcohol dehydrogenase (Sigma-Aldrich), 141 kD; bovine serum albumin (Thermo Fisher Scientific), 67 kD; carbonic anhydrase (Sigma-Aldrich), 29 kD. Each lysate was analyzed separately under identical buffer conditions and was subjected to immunoblotting.

### Immunoblot

Cell lysates, immunoprecipitates, and gel filtration fractions were treated with a final 1× SDS sample buffer (diluted from 6× SDS sample buffer) and heated. Proteins were separated by SDS-polyacrylamide gel electrophoresis (SDS–PAGE) and transferred onto a polyvinylidene difluoride membrane (IPVH00010; Millipore). The membrane was blocked with 5% wt/vol skimmed milk (Fujifilm Wako) in TBST (Tris Buffered Saline with 0.1% Tween 20) for 30 min at room temperature, then incubated with the appropriate primary antibody at 4°C overnight. After membrane washing with TBST, the membrane was incubated for 20 min at room temperature with the corresponding secondary antibody conjugated to HRP, specific to mouse or rabbit immunoglobulin G (IgG). After membrane washing with TBST, the detection was performed using the ChemiDoc Touch System (Bio-Rad) and enhanced chemiluminescence (ECL) substrates, Pico, Dura, or Femto (Thermo Fisher Scientific). All the antibodies are listed in Table 4.

**Table 4.** Antibodies.

Antibodies	Source	Identifier
β-actin	Cell Signaling Technology	3700
Calnexin	Proteintech	10427-2-AP
EEF1D	Proteintech	10630-1-AP
EEF1D	Proteintech	60085-1-Ig
EEF1D	Santa Cruz Biotechnology	SC-393731
KTN1	Proteintech	19841-1-AP
KTN1	Santa Cruz Biotechnology	SC-136534
EEF1G	Abcam	ab72368
EEF1G	Santa Cruz Biotechnology	393378
EEF1B2	Proteintech	10483-1-AP
GAPDH	Santa Cruz Biotechnology	SC-32233
VARS	Santa Cruz Biotechnology	SC-166674
DDB1	BD Transduction Laboratories	612488
RRBP1	Proteintech	22015-1-AP
VAMP7	Proteintech	22268-1-AP
HSP70	BD Transduction Laboratories	610607
HSP90	BD Transduction Laboratories	610418
Anti-FLAG (M2-HRP)	Sigma-Aldrich	A8592
Anti-FLAG (M2)	Sigma-Aldrich	F3165
Anti-HA (3F10-HRP)	Roche	12013819001
EEF1A1	Santa Cruz Biotechnology	SC-21758
EEF2	Proteintech	20107-1-AP
SEC61B	Cell Signaling Technology	14648
KDEL	Santa Cruz Biotechnology	SC-58774
Puromycin	Millipore	MABE343
Puromycin	Abcam	ab315887
Mouse IgG	Medical & Biological Laboratories	M075-3M2
Rabbit IgG	Sigma-Aldrich	I5006-10 MG
HRP-conjugated anti-mouse IgG	Promega	W4021
HRP-conjugated anti-rabbit IgG	Promega	W4011
Goat anti-mouse Alexa488-conjugated antibody	Invitrogen	A11029
Goat anti-rabbit Alexa488-conjugated antibody	Invitrogen	A11008
Goat anti-mouse Alexa594-conjugated antibody	Invitrogen	A11032
Goat anti-rabbit Alexa594-conjugated antibody	Invitrogen	A11037

### Mass spectrometry analysis

For IP-MS analysis of Hepa1-6 cells, bead-bound proteins were eluted with FLAG elution buffer (40 mM Tris–HCl [pH 7.5],150 mM NaCl, 0.05% Triton-X-100, 500 μg/ml FLAG peptide [#F3290; Sigma-Aldrich]), precipitated by the addition of ice-cold 20% trichloroacetic acid. The protein pellet was washed with ice-cold acetone and then digested with trypsin in 100 mM Hepes pH 8.0. The protein digests were purified by using SDB-XC-StageTip (3M). The resulting peptides were injected into a pre-column (L-column micro; CERI), and fractionated on an in-house–fabricated 20-cm column packed with 2-μm octadecyl silane particles (CERI). Elution was performed with a linear gradient of 5–35% solvent B over 50 min at a flow rate of 200 nl/min (solvent A = 0.1% formic acid; solvent B = 0.1% formic acid in acetonitrile) with the use of a Dionex Ultimate 3000 HPLC System (Thermo Fisher Scientific). Eluted peptides were sprayed with a nano-electrospray source and with a column oven set at 42°C (AMR). The Q Exactive Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) was operated in DIA mode. All data were acquired in profile mode with positive polarity. MS1 spectra were collected in the mass/charge (m/z) ratio range of 430 to 860 at a resolution of 35,000 with an automated gain control (AGC) target value of 1 × 10^6^ and a maximum injection time of 50 ms. MS2 spectra were collected in the m/z range of >200 at a resolution of 17,500 with an AGC target value of 1 × 10^6^ and with the automatic maximum ion injection time. Twenty-one DIA windows of 20 units were set from an m/z of 430–850. The normalized collision energy was set to 25%. All DIA raw data were processed with DIA-NN (version 1.8) in the library-free search mode with reference to mouse UniProt sequences (https://www.uniprot.org/. Accessed 27 April 2021). Enzyme specificity was set to “trypsin.” Up to zero missed trypsin cleavage was allowed. Normalization was set to “off.”

For IP-MS analysis of C2C12 cells, bead-bound proteins were eluted with FLAG elution buffer (40 mM Tris–HCl [pH 7.5],150 mM NaCl, 0.05% Triton-X-100, 500 μg/ml FLAG peptide [#F3290; Sigma-Aldrich]), precipitated by the addition of ice-cold 20% trichloroacetic acid in the presence of 0.02% sodium deoxycholate. The protein pellet was washed with ice-cold acetone and then digested with trypsin in 100 mM Hepes pH 8.0. The protein digests were purified by using SDB-XC-StageTip (3M). The resulting peptides were injected into a pre-column (L-column2; CERI), and fractionated on an in-house–fabricated 20-cm column packed with 2-μm octadecyl silane particles (CERI). Elution was performed with a linear gradient of 5–35% solvent B over 50 min at a flow rate of 250 nl/min (solvent A = 0.1% formic acid; solvent B = 0.1% formic acid in acetonitrile) with the use of a Dionex Ultimate 3000 HPLC System (Thermo Fisher Scientific). Eluted peptides were sprayed with a nano-electrospray source and with a column oven set at 42°C (AMR). The Q Exactive Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) was operated in DIA mode. All data were acquired in profile mode with positive polarity. MS1 spectra were collected in the mass/charge (m/z) ratio range of 430–860 at a resolution of 35,000 with an automated gain control (AGC) target value of 1 × 10^6^ and a maximum injection time of 50 ms. MS2 spectra were collected in the m/z range of >200 at a resolution of 17,500 with an AGC target value of 1 × 10^6^ and with the automatic maximum ion injection time. Twenty-one DIA windows of 20 m/z units with a 1 m/z overlap were set from m/z 430–850. The normalized collision energy was set to 25%. All DIA raw data were processed with DIA-NN (version 1.8) in the library-free search mode with reference to mouse UniProt sequences (https://www.uniprot.org/. Accessed 27 April 2021). Enzyme specificity was set to “trypsin.” Up to zero missed trypsin cleavage was allowed. Normalization was set to “off.”

For whole-proteome analysis, powdered liver tissue and MEFs cultured in dishes were lysed in SDS-containing buffer supplemented with 1% Thermo Halt Protease Inhibitor Cocktail (100×; Thermo Fisher Scientific), followed by incubation at 95°C for 5 min and sonication. The lysis buffer for liver tissue contained 2% SDS and 100 mM Tris–HCl (pH 8.8), whereas that for MEFs contained 1% SDS and 50 mM Tris–HCl (pH 8.8). Before lysis, MEFs were washed once with PBS. After reduction and alkylation, proteins were precipitated with acetone and washed with ice-cold 90% acetone. The resulting protein pellet was digested with trypsin, and the resulting peptide solution was desalted with an EvoTip (Evosep). Peptide fractionation was performed with an EV1109 column (Evosep) and an Evosep One system (Evosep) according to a preprogrammed gradient (60 samples per day) at a flow rate of 1 μl/min. Eluted peptides were sprayed with an emitter (Ref.20-05 LOTUS emitter; AMR) interfaced with an Exploris480 instrument that was equipped with FAIMS Pro. Exploris480 was operated in DIA mode.

Volcano plots were generated using Perseus version 2.0.11.0 (https://maxquant.org/perseus), and statistical significance was assessed using two-tailed *t* tests. For bar graph representation of a single replicate of Hepa1-6 IP-MS, the raw signal intensity of each protein was normalized to that of EEF1D in the same sample, and the relative enrichment compared with EEF1D was calculated.

### Ribo-seq and RNA-seq analyses

The Ribo-seq library was prepared according to a protocol described previously (42, 43). In brief, ∼3 million cells were lysed in 400 μl of a lysis buffer (20 mM Tris–HCl [pH 7.5], 150 mM NaCl, 5 mM MgCl_2_, 1% Triton X-100, 1 mM dithiothreitol, cycloheximide [100 μg/ml], chloramphenicol [100 μg/ml]), and the lysate was treated with 15 U of Turbo DNase (Thermo Fisher Scientific) and then cleared by centrifugation at 20,000*g* for 10 min at 4°C. RNA concentration was measured with a Qubit RNA BR Assay (Thermo Fisher Scientific), and lysate containing 10 μg of RNA was digested with 20 U of RNase I (Epicenter) for 45 min at 25°C. The reaction was terminated by the addition of 10 μl of SUPERase•In (Thermo Fisher Scientific), and the digested lysate was subjected to ultracentrifugation at 100,000 rpm for 1 h at 4°C in an Optima MAX-TL centrifuge with a TLA-110 rotor (Beckman Coulter). The RNA in the resulting ribosome pellet was extracted with the use of the Trizol reagent (Thermo Fisher Scientific) and a Direct-zol RNA Microprep Kit (Zymo Research), and RNA fragments of 17–35 nucleotides (nt) were gel-purified after PAGE. The purified RNA fragments were dephosphorylated with T4 polynucleotide kinase (New England Biolabs) and ligated to custom-made preadenylated linkers containing unique molecular identifiers and barcodes for library pooling with the use of T4 RNA ligase 2, truncated KQ (New England Biolabs). The linker-ligated RNA was extracted by PAGE purification, treated with the mouse-rat Ribo-seq riboPOOL (DP-R024-000052; siTOOLs Biotech), and subjected to RT with Protoscript II (New England Biolabs). The template RNA was hydrolyzed with 1 M NaOH, and the remaining cDNA was extracted by PAGE purification. The purified cDNA was circularized with the use of CircLigaseII ssDNA ligase (Epicenter) and then amplified by PCR with Phusion polymerase (New England Biolabs).

For RNA-seq analysis, RNA was extracted from the same lysate used for Ribo-seq but without RNase treatment. The lysate was mixed with Trizol LS (Thermo Fisher Scientific), and RNA was purified with a Direct-zol RNA Microprep Kit (Zymo Research). The RNA (1 μg) was treated with the NEBNext rRNA Depletion Kit v2 (NEB), and the rRNA-depleted sample was used for RNA-seq library preparation with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB).

Libraries for Ribo-seq and RNA-seq were sequenced on a HiSeq X 10 (Illumina) with the 150-nt paired-end read option. Sequence data were processed as previously described with minor modifications (42). In brief, adapter trimming was performed with fastp v.0.21.0, and reads were mapped to noncoding RNA (ncRNA) sequences with the use of STAR v.2.7.0a to remove reads that originated from rRNA genes and other ncRNA genes in silico. The remaining reads were aligned to the mouse genome mm10 and assigned to genes based on the GENCODE mouse vM23 annotation with the use of STAR 2.7.0a. The number of reads after each step is summarized in Table 5.

**Table 5.** RNA-seq and Ribo-seq sequencing stats.

Sample_ID	After filtering and trimming	After ncRNA removal (%)	Uniquely mapped
Ribo-seq (Hepa1-6, WT and Eef1d exon 5 KO #1∼3).			
WT-1	35,314,114	5,783,890 (16.38)	3,517,296
KO1-1	48,477,307	8,307,157 (17.14)	4,829,841
KO2-1	41,034,636	6,817,878 (16.61)	3,998,849
KO3-1	40,828,395	7,087,984 (17.36)	4,084,699
WT-2	23,575,635	3,916,744 (16.61)	2,379,573
KO1-2	12,494,377	1,830,167 (14.65)	1,136,864
KO2-2	29,735,922	4,656,485 (15.66)	2,894,502
KO3-2	30,609,649	4,885,411 (15.96)	3,109,594
RNA-seq (Hepa1-6, WT and Eef1d exon 5 KO #1∼3).			
RNA-WT-1	21,432,156	20,312,635 (94.78)	17,789,402
RNA-KO1-1	22,576,747	21,237,568 (94.07)	18,772,682
RNA-KO2-1	20,962,712	19,671,845 (93.84)	17,373,718
RNA-KO3-1	24,977,664	23,601,142 (94.49)	20,489,641
RNA-WT-2	23,247,472	21,855,430 (94.01)	19,229,864
RNA-KO1-2	21,164,464	19,786,760 (93.49)	17,550,432
RNA-KO2-2	23,931,914	22,400,160 (93.60)	19,887,238
RNA-KO3-2	23,989,531	22,626,902 (94.32)	19,719,497

Filter and trimming: Number of reads remaining after quality filtering and adapter trimming performed using fastp v0.21.0.

ncRNA removal: Number (and percentage) of reads remaining after removing reads mapped to noncoding RNA (ncRNA) sequences using STAR v2.7.0a.

Uniquely mapped: Number of unique reads aligned to the human genome (mm10) and assigned to the GENCODE mouse vM23 using STAR v2.7.0a.

For quantifying read counts, we used custom scripts (available at https://github.com/ingolia-lab/RiboSeq). A-site offsets of footprints (ribosome-protected fragments, RPFs) were set to 15 nt for most fragment lengths (21–33 nt), except for 23 and 33-nt fragments, for which an offset of 16 nt was used. For RNA-Seq, 15 nt was used for all mRNA fragments.

For metagene analysis around the start codon, the 5′ ends of 30-nt ribosome-foot prints relative to start codons were plotted as mean reads per million (RPM) ± SD from two biological replicates to visualize the 3-nt periodicity. For scaled metagene analysis across transcripts, footprint counts at each codon were quantified along individual transcripts and normalized to RPM. The 5′ UTR, CDS, and 3′ UTR regions of each transcript were proportionally scaled to fixed relative lengths. After scaling, the read distributions were aggregated across transcripts. Transcripts with fewer than one footprint per codon were excluded from the analysis.

Changes in translation efficiency (TE), defined as A-site offset–adjusted ribosome profiling counts normalized by RNA-seq counts, were calculated using DESeq2 (v1.44.0). Reads corresponding to the first and last five codons of coding sequences were excluded from the analysis. Statistical significance was assessed using a likelihood ratio test in a generalized linear model, and significant genes were visualized in an MA plot. For analysis of ER-related gene subsets, transcripts harboring signal peptide sequences (UniProt: KW-0732) were compared with all transcripts annotated in GENCODE mouse vM23. The cumulative distribution of log_2_(fold change) was plotted, and statistical significance was determined using the Wilcoxon rank-sum test.

### Immunostaining analysis

Cells were cultured for 24 h on round glass coverslips coated with 0.1% gelatin, washed once with PBS, and fixed for 15 min at room temperature with 3.7% PFA in PBS. For puromycin immunostaining experiments, cells were treated with 10 μg/ml puromycin for 30 min before fixation. For experiments requiring WGA staining, fixed cells were washed three times with HBSS, incubated with 5 μg/ml WGA–Alexa 647 (W21404; Thermo Fisher Scientific) in HBSS for 10 min at room temperature, and washed twice with PBS. After fixation (and after WGA labeling when performed), cells were washed once with PBS, permeabilized for 15 min with 0.25% Triton X-100 in PBS, exposed for 30 min at room temperature to blocking solution (5% BSA and 0.25% Triton X-100 in PBS), and incubated overnight at 4°C with primary antibodies in blocking solution. The cells were then washed three times with PBS before incubation for 1 h at room temperature with Alexa488- or Alexa594-conjugated secondary antibodies diluted in PBS containing 0.25% Triton X-100. They were washed twice with PBS, stained for 10 min at room temperature with DAPI (1 μg/ml) in PBS, washed again twice with PBS, and mounted on a glass slide with the use of ProLong Glass Antifade Mountant (Thermo Fisher Scientific). Widefield fluorescence images were acquired using either a BZ-9000 fluorescence microscope (Keyence) equipped with a mercury arc lamp and filter cubes for DAPI, GFP-B (Alexa Fluor 488), and TxRed (Alexa Fluor 594). Images were obtained using 20× or 40× objective lenses. Confocal images were acquired using a laser scanning confocal microscope (LSM780; Zeiss) equipped with a 32-channel spectral detector. Excitation was performed using 405, 488, and 561 nm laser lines, and emission signals were detected using spectral detection ranges optimized by the Smart Setup (Smartest) function in ZEN software (Zeiss). Images were obtained using 40× or 63× objective lenses with the pinhole set to 1 Airy unit. All the antibodies are listed in Table 4.

For pseudocolor visualization, EEF1D signal images were converted to pseudocolor using the “Fire” lookup table in ImageJ. Pixel intensity values were mapped to a false-color scale to facilitate visual discrimination of differences in signal intensity. In the resulting images, darker colors indicate lower pixel intensities, whereas brighter or hotter colors indicate higher pixel intensities. The accompanying color bar shows the correspondence between pixel intensity values and the pseudocolor scale. Pearson’s correlation coefficients were calculated using the Coloc2 plugin in ImageJ (NIH). Regions of interest (ROIs) were defined as rectangular areas encompassing the entire single cell and were analyzed using the ROI Manager tool. Default settings of the Coloc2 plugin were used for all analyses.

### Immunohistochemistry and immunofluorescence analysis of tissues

Age-matched WT and exon 5 KO female mice, aged two to 4 mo, were anesthetized and underwent transcardial perfusion with PBS. Tissues, including the liver and small intestine, were carefully dissected, fixed in Mildform 10N (Cat#133-10311; FUJIFILM Wako Pure Chemical Corporation) at 4°C for 48 h, and processed for paraffin embedding. Serial 3.5 μm sections were cut and mounted on glass slides. Hematoxylin and eosin staining was performed using standard protocols.

For immunohistochemical detection of EEF1D, the serial sections were deparaffinized, treated with 1× Histofine antigen retrieval solution (pH 9.0; Cat#415211; Nichirei Biosciences) at 120°C for 5 min using an autoclave, and then cooled down in ice-cold water for 40 min. They were then incubated overnight at 4°C with anti-EEF1D antibody (Cat#10630-1-AP; Proteintech) at a 1:400 or 1:200 dilution in PBS containing 0.5% BSA and 0.05% NaN_3_. Afterward, sections were treated with methanol containing 0.03% H_2_O_2_ at room temperature for 20 min, incubated with Histofine Simple Stain Mouse MAX-PO (R) (Cat#414341; Nichirei Biosciences) at room temperature for 40 min, followed by a DAB reaction. The sections were counterstained with hematoxylin and mounted with Multimount 480 (Cat# 0863142211; Matsunami Glass). For immunofluorescence detection of EEF1D and SEC61B, the serial sections were deparaffinized, treated with 1× Histofine antigen retrieval solution (pH 9.0; Cat#415211; Nichirei Biosciences) at 120°C for 5 min using an autoclave, and then cooled down in ice-cold water for 40 min. They were then incubated in PBS containing 5% BSA at room temperature for 60 min and subsequently incubated overnight at 4°C with anti-EEF1D antibody (Cat#10630-1-AP; 1:400; Proteintech) or anti-SEC61B antibody (Cat#14648; 1:500; CST) in PBS containing 0.5% BSA and 0.05% NaN_3_. Afterward, sections were washed with PBS, incubated with Alexa488- or Alexa594-conjugated secondary antibodies (1:500 dilution) diluted in PBS containing 0.5% BSA and 0.05% NaN_3_ at room temperature for 2 h. Sections were then washed with PBS and mounted with VECTASHIELD Vibrance Antifade Mounting Medium with DAPI (Cat#H-1800; Vector Laboratories).

### Transmission electron microscopy analysis

For transmission electron microscopy, mice were anesthetized and perfused with PBS followed by 2.5% glutaraldehyde in 0.1 M phosphate buffer (PB) via the portal vein. The small intestine was carefully dissected, fixed overnight at 4°C with 2.5% glutaraldehyde in 0.1 M PB, and stored in 0.1 M PB. The tissue was then postfixed for 2 h at room temperature to 1% OsO_4_ in 0.1 M PB, dehydrated with a graded series of ethanol solutions, and embedded in Epon 812. Ultrathin sections (70 nm) were collected on copper grids, stained with uranyl acetate and lead citrate, and examined with a transmission electron microscope (JEM-1400Flash; JEOL).

### Hematological and plasma biochemical analysis

For blood testing, peripheral blood was collected into EDTA-coated tubes. White blood cells, RBC, hemoglobin, hematocrit, platelets (Plt), and plateletcrit (Pct) were measured using an automated hematology analyzer for animals (Microsemi LC-662; HORIBA). For biochemical analysis of plasma, peripheral blood in EDTA-coated tubes was centrifuged at 1,100*g* for 10 min at 4°C, and the supernatant was carefully collected as plasma. Plasma level of albumin (v-ALB-P, Cat#4547410436389), total protein (v-TP-P, Cat#454741043639), glucose (v-GLU-P, Cat#4547410485578), and triglyceride (v-TG-PIII, Cat#4547410436419) were measured using FUJI DRI-CHEM 7000V analyzer (Fujifilm).

### Statistical analysis

All data are presented as the mean of the independent replicates. Statistical details for each analysis are described in the corresponding Methods sections or figure legends.

## Supplementary Material

Reviewer comments

## Data Availability

RNA-seq and Ribo-seq data have been deposited in Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo) under accession number GSE324886. Proteome data have been deposited in Japan ProteOme Standard STandard Repository (jPOSTrepo, https://repository.jpostdb.org) (44) under accession numbers JPST004450 (IP-MS) and JPST004451 (whole proteome). All original code required to reanalyze the data reported in this article has been deposited in Zenodo and is available at reference 45. All unique and stable reagents generated in this study are available from the lead contact with a completed Materials Transfer Agreement. A portion of the code used for data processing was developed with assistance from ChatGPT 5.3 (OpenAI). ChatGPT was also used to assist with grammar editing of the manuscript. All AI-generated suggestions were carefully reviewed and modified. The authors take full responsibility for the content of the publication.

How the deposited data were processed for this re-analysis (not part of the article)

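Translation was measured by Ribo-seq, and mRNA by RNA-seq of the same lysate, in WT Hepa1-6 cells and in 3 Eef1d exon 5 KO clones (KO1, KO2 and KO3), with 2 replicates of each line, which makes 16 libraries. The labels of the samples name the line, the assay and the replicate of each library, and all 16 columns of the table were mapped to a sample. For RNA-seq the labels name polyA RNA, while the methods of the paper describe rRNA depletion. Which of them holds was not settled from the counts, and RNA counts and TE may depend on it. The values are raw counts. According to the methods of the paper, the authors trimmed adapters with fastp and removed reads that matched noncoding RNA. The rest were aligned to mm10 and assigned on the GENCODE mouse vM23 annotation with STAR. They were counted at the A-site position on the coding sequence of each transcript, without the first and last 5 codons of each coding sequence. The counts were deposited as whole numbers, without normalization and without pooling of replicates, for 67139 transcripts of 22392 gene symbols. A read that fits several transcripts of a gene is counted on each of them. The table also gives the length of each counted coding sequence in codons. No transcripts of mitochondrially encoded genes are in the table.

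RNA-seq libraries held from 24726706 to 30748268 counts over all transcripts, and Ribo-seq libraries from 2604223 to 11147904. The KO1 Ribo-seq libraries were the largest and the smallest, with 11147904 counts in replicate 1 and 2604223 in replicate 2. Between replicates, Pearson's r across genes of log2 CPM was from 0.981 to 0.990 in Ribo-seq and from 0.994 to 0.995 in RNA-seq. At least 10 counts were found for 8633 genes in the smallest Ribo-seq library and 10704 in the largest.

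Tests were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. For each clone, the TE change was the interaction of genotype and assay in a model of the 8 libraries of the clone and WT cells, fitted with edgeR's quasi-likelihood method. TMM factors were computed within each assay, transcripts were kept by filterByExpr, and Benjamini-Hochberg adjusted p-values under 0.05 were called. RNA-seq and footprint counts were tested alone in the same way. A model of all 16 libraries tested the mean TE change of the clones and whether the clones differ. Where 1 transcript per gene was used, it was the one with the largest total count. The TE test was tested on simulated data of WT cells and KO1 with 1 transcript per gene. Genes to be changed were drawn only from those with many footprint counts. edgeR called 93 of 100 genes changed by 1 on the log2 scale, 100 of 100 changed by 2 and 10 of 11069 unchanged genes, and DESeq2 called 82, 100 and 1 of 11180. Recovery at fewer footprints or smaller changes was not measured. A list simulated with a shift of 0.1 was estimated at 0.112, and with camera 0 of 20 lists without a shift had a p under 0.05.

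Gene lists (signal peptides, ribosomal proteins, ATF4 targets, ER chaperones and unfolded protein response, cytosolic aminoacyl-tRNA synthetases, cell cycle, hepatocyte markers, and the 16 genes the paper names) were tested by the difference between the median change of the list and that of all other genes, by camera with a preset correlation of 0.01, by camera with an estimated correlation, by fry, by 10000 random lists matched on mean expression in 20 bins, and by the rank-sum test the paper names. Correlations of TE changes between clones were set against 100 simulations of unchanged clones that share the WT libraries. The genes named in the text were chosen by rule: the genes the paper names, and per clone the 3 genes with the largest rise and the 3 with the largest fall in TE among called genes whose replicates do not overlap with WT, where each gene stands with its called transcript that has the most counts (the rule did not name the transcript), and for RNA the 3 largest rises and falls among genes called in all 3 clones. The tests, lists, rules and alternatives were set before the data were examined, apart from the alternatives and tests that the text describes as chosen later.

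The alternatives were DESeq2's size factors in edgeR, TMM over both assays together, no filter on low counts, at least 10 counts in every library, 1 transcript per gene, all libraries in 1 fit, a replicate block, a lysate block, libraries thinned to the smallest total of their assay, DESeq2's likelihood ratio test, an adjusted p under 0.1, and for the signal peptide list a list without receptors and adhesion proteins, a background matched on footprint abundance and all transcripts. The RNA-seq and Ribo-seq libraries of a replicate come from 1 lysate. After removal of each line's and assay's mean, the difference between replicates in RNA-seq and in Ribo-seq correlated across 3148 genes in every line, with r of 0.265 in WT cells, 0.309 in KO1, 0.131 in KO2 and 0.14 in KO3. A lysate block and a replicate block, which gave 253 TE calls in KO1, were both among the alternatives. The paper names no block, and none was used in the values given at its figures.

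Guide sequences of Table 2 were searched in GRCm38 with up to 3 mismatches and an NGG PAM, and gene and exon positions were taken from the GENCODE vM21 annotation of the same build. Metagene profiles, read lengths and periodicity were left out, since they need reads by position, and the immunoprecipitation, proteome, mouse and C2C12 experiments were not analysed here. Intervals and floors cover counting error only. Folds against lines with 3 or fewer counts in each library were computed against 3 counts and are lower bounds.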

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

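The tests of depth, single libraries and abundance on the signal peptide list, of a common effect, shared guides and depth on the RNA changes, and of depth and of coding length as the whole cause on the TE differences were chosen only after the result was seen. No group has more than 2 replicates, so single libraries were not compared with the rest of their group. Clones of 1 design are compared, so a biological difference between clones is among the explanations, and it was not tested beyond the tests given here.

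RNA and footprint counts on their own are not reported in the paper. RNA was called for 15261 transcripts in KO1, 5762 in KO2 and 13880 in KO3, and footprint counts for 7346, 2814 and 7988, above the numbers called for TE, whose test is less precise. Most RNA changes are not shared: the test that the 3 clones have equal RNA changes called 25610 of 38564 transcripts (66.4%). Several explanations are argued against as the whole cause. If loss of exon 5 had 1 effect common to the clones, their RNA changes would correlate. The highest Pearson's r across genes, between KO1 and KO2, was 0.184 (0.1838), below the lowest value of 0.449 that simulated unchanged clones gave through their shared WT libraries. Changes of single clones lower r as well, so a smaller common effect is not excluded. The mean RNA change of the 3 clones was called for 5825 of 38564 transcripts (2130 higher, 3695 lower). A change in the shared WT cells, or a large change in 1 clone, can give such calls too. KO1 and KO2 were made with the same guides. Their r of 0.184 argues against off-target sites shared by these guides as the main cause. It was still above the r of the pairs whose guides differ, 0.027 for KO1 and KO3 and 0.011 for KO2 and KO3. A smaller contribution of shared sites is therefore not excluded. Swapped libraries are argued against, because 16 of 16 libraries were closest to the other replicate of their own line. Depth is argued against, because 14594 transcripts were called in KO1 with RNA-seq libraries of equal size. Another candidate explanation for part of the changes is the gain or loss of chromosome segments in single clones, since the RNA change of a gene correlated with the mean change of genes 5 to 15 Mb away on its chromosome, with r of 0.327 (0.3268) in KO1, 0.315 in KO2 and 0.229 (0.2288) in KO3. In 100 permutations of gene positions, r was between -0.0405 and 0.0349 over the 3 clones. This is a hypothesis, and copy number was not measured. Clonal differences in expression that have other causes stay open.

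The test that the TE changes of the 3 clones are equal called 419 transcripts of 191 genes (744 with a replicate block). The shallow second Ribo-seq library of KO1 is argued against as the whole cause, because 57 transcripts (23 higher, 34 lower) were called for a TE difference of KO3 against KO2 in a fit without WT and KO1, all 57 of them among the 419. Whether that library contributes to the other calls was not tested. Unequal depth is argued against as the whole cause, since 214 transcripts were called with all libraries of an assay at equal size, 185 of them among the 419. A trend of counts with coding length that differs between libraries is a candidate explanation for part of the calls. With the trend of each library removed, 266 transcripts were called, 244 of them among the 419, which argues against the trend as the whole cause. A biological difference between the clones stays open for the rest.

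The TE shift of several gene lists differed between clones when the difference itself was tested by camera with its preset correlation. The value given is the median over the genes of the list of the difference in TE change between 2 clones, minus that of other genes, in the fit of all libraries. A median of differences is not the difference of the medians given per clone, and they can lie apart in a list of few genes. The signal peptide list differed by 0.0701 between KO1 and KO2 and by 0.0987 between KO1 and KO3 (378 genes, adjusted p = 0.00128 and 1.46e-05). Ribosomal protein genes differed by -0.23 between KO1 and KO2, -0.0757 between KO1 and KO3 and 0.159 between KO2 and KO3. Cytosolic aminoacyl-tRNA synthetases differed by 0.0864 between KO1 and KO3, and hepatocyte markers by 0.27 between KO1 and KO2 and 0.14 between KO1 and KO3 (9 genes). Of the 21 differences tested, those of ribosomal protein genes between KO1 and KO2 and between KO2 and KO3 and that of hepatocyte markers between KO1 and KO3 hold under fry (adjusted p = 0.0217, 0.0386 and 0.0245). The signal peptide difference between KO1 and KO3 does not (0.0682), nor does that of hepatocyte markers between KO1 and KO2 (0.0629), and none holds with an estimated correlation (lowest adjusted p = 0.0697).

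For 4 of these differences, technical explanations were tested, and each is argued against as the whole cause. With equal library sizes, the signal peptide difference between KO1 and KO3 was 0.0902 (0.09018), the ribosomal protein differences were -0.251 between KO1 and KO2 and 0.168 between KO2 and KO3, and the hepatocyte marker difference was 0.176 (0.1765). Leaving out 1 replicate at a time was measured in another way, as the shift of a list in 1 clone minus its shift in the other, from separate fits of each clone with WT. With all replicates these differences of shifts were 0.0971, -0.232, 0.15 and 0.184, in the same order. Without 1 replicate, the values nearest 0 were 0.0792 without WT replicate 1, -0.190 without KO1 replicate 2, 0.133 without KO2 replicate 1 and 0.102 without KO3 replicate 2. The hepatocyte marker value ran from 0.102 to 0.292 around 0.184, so its size depends on single replicates. Against genes matched on coding length, the medians of differences were 0.0897, -0.110, 0.159 and 0.104, and against genes matched on footprint abundance 0.0893, -0.231, 0.137 and 0.104 (0.1037). Ribosomal protein genes are short (median 142 codons against 453 in other genes). Their difference between KO1 and KO2 was -0.23 against all other genes and -0.11 against genes of similar length, so coding length may account for part of it. A difference in translation between clones stays open as a hypothesis for the remainder, and it could not be tied to exon 5 here, because KO1 and KO2 share their guides but not these shifts.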

How the results depend on the processing

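The alternatives with DESeq2 on transcripts with at least 10 counts in every library, those with DESeq2 fold changes over all transcripts or over these transcripts, and the removal of the length trend were chosen after seeing the data, and all others were planned. Of the values that answer a comparison, 129 stayed on their side of the threshold or within the limits of change, 45 moved beyond these limits, 3 became weaker and 2 changed their direction. Of the values of single genes or shares, 30 stayed and 3 moved. The shares are those of called transcripts that keep their TE direction without 1 replicate. They could not change, since the replicates of every called transcript lie apart from WT, and they are not used as evidence.

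The numbers of TE calls changed by no more than 1.5 times with DESeq2's size factors in edgeR, TMM over both assays and all libraries in 1 fit, for each clone, for the mean of the clones and for differences between them where the alternative applies. With 1 transcript per gene, fewer features are tested by construction, and TE was called for 11 genes in KO1, 2 in KO2, 12 in KO3, 0 for the mean (451 genes with an unadjusted p under 0.05) and 123 for differences between clones. RNA was then called for 5376, 2346 and 5189 genes in KO1, KO2 and KO3, and footprint counts for 2777, 1216 and 3179.

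A replicate block raised the TE calls of KO1 to 253 and those of differences between clones to 744, while KO2 had 9, KO3 had 42 and the mean had 3. A lysate block gave 295 in KO1, 10 in KO2, 5 for the mean and 986 for differences, and 33 in KO3. With the replicate block, all 65 transcripts called in KO1 were called again. The replicate number is shared across lines only as a number, yet the difference between replicates in WT cells correlated with that of the clones across 3148 genes, with r of 0.323, 0.127 and 0.0987 in RNA-seq and 0.209, 0.156 and 0.121 in Ribo-seq for KO1, KO2 and KO3. Why the blocks raise the count in KO1 was not tested further.

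With every library thinned to the smallest total of its assay, TE was called for 2 transcripts in KO3, 0 for the mean (1879 with an unadjusted p under 0.05) and 214 for differences between clones, and footprint counts for 3613, 873 and 3274 transcripts in KO1, KO2 and KO3. Fewer footprints are left by construction, so depth limits the number of calls, in KO3 more than in KO1, where 33 had higher and 30 had lower TE, 49 of them among the 65 called at full depth. With DESeq2's likelihood ratio test, TE was called for 17 transcripts in KO3 and 4 for the mean, RNA for 8976, 2795 and 8138 transcripts in KO1, KO2 and KO3, and footprint counts for 1922, 620 and 2475. The cause was not tested. With at least 10 counts required in every library, DESeq2 called 17 transcripts in KO3 with and without independent filtering, and 39 in KO1 without it.

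The mean TE change of the clones was called by edgeR for 4 transcripts with no filter on low counts. With at least 10 counts in every library, edgeR called 0 (1006 with an unadjusted p under 0.05). DESeq2 called 2 there, with and without independent filtering. Without KO1, it was called for 0 transcripts (1893 with an unadjusted p under 0.05), without KO2 for 16 and without KO3 for 4, so the clones left in decide which transcripts are called. With an adjusted p under 0.1, 643 transcripts were called for differences between clones. With the length trend of each library removed, 266 were called.

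The TE shift of the signal peptide list in KO1 kept its direction under the 8 alternatives set beforehand that were tested and can change its value, from 0.0493 to 0.0758. It no longer passed the threshold with an estimated correlation (shift 0.0736, adjusted p = 0.226) or with fry (shift 0.0736, adjusted p = 0.156), and over the alternatives its adjusted p ran from 4.82e-05 to 0.226. In the 4 fits that each left out 1 replicate, the KO1 shift ran from 0.0607 without WT replicate 1 to 0.0887 without WT replicate 2. The values without KO1 replicate 1 and without KO1 replicate 2 had a standard deviation of 0.00277. That value leaves out the WT replicates and understates the spread. In KO2, the shift changed its direction with thinned libraries (0.00519, adjusted p = 0.819, with a range over its alternatives from 0.657 to 0.995) and without KO2 replicate 2 (0.0301). It ran from -0.0504 to 0.0301 in the 4 fits that each left out 1 replicate, and in KO3 from -0.0405 to -0.00892, where the value nearest 0 was without KO3 replicate 2. The cause was not tested. The Pearson's r of TE changes between KO1 and KO2 was 0.455 with 1 transcript per gene, and there it was within the values of simulated unchanged clones, from 0.455 to 0.568.

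Leaving out 1 replicate at a time, the TE change of Eef1d ran from -0.29 to -0.20 in KO1, -0.08 to -0.000294 in KO2 and -0.26 to -0.04 in KO3, and with p-values adjusted over all genes it was not called with any alternative that was tested. Leaving out mitochondrially encoded genes could not be run, because the table has none. With 2 replicates per group, a group without 1 of them has no replicates, and no calls were made there.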

Differences from the paper's values

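The DESeq2 fits on transcripts with at least 10 counts in every library and the removal of the length trend were chosen only after the values were seen.

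The sum over 1 transcript per gene of each RNA-seq library was below the uniquely mapped reads the paper gives in Table 5. In WT cells it was 10901034 and 11645859 against the paper's 17789402 and 19229864, in KO1 11413495 and 10493029 against the paper's 18772682 and 17550432, in KO2 10563417 and 12325249 against the paper's 17373718 and 19887238, and in KO3 12946815 and 12555618 against the paper's 20489641 and 19719497. These are different measures, since the deposited counts cover coding sequences and 1 transcript per gene. None of the alternatives set before the data were examined raises these sums, and thinning libraries can only lower them. In Ribo-seq, the sums of all 8 libraries were close to the paper's values.

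In KO1, 40 transcripts had lower TE against the paper's about 21 (Fig 4F, read by eye), while the number with higher TE was not beyond the limit. Of the alternatives set before the data were examined, thinning every library to the smallest total of its assay (30) fell within 1.5 times of the paper's value, and none of the others did. In KO2, 1 transcript had lower TE against the paper's about 0 (Fig 4F, read by eye). With 1 transcript per gene, with thinned libraries and with DESeq2's likelihood ratio test it was 0, with 495, 1853 and 542 unadjusted p-values under 0.05, and with the other alternatives it was 1. In KO3, 12 transcripts had higher TE and 24 had lower TE against the paper's about 6 and about 11 (Fig 4F, read by eye). DESeq2's likelihood ratio test gave 6 and 11. For higher TE, 1 transcript per gene (5) and all libraries in 1 fit (7) also closed the gap, and the others did not. For lower TE, none of the other alternatives did. The DESeq2 likelihood ratio test on transcripts with at least 10 counts in every library and without independent filtering, chosen after seeing the values, reached the paper's numbers in each clone, with 18 higher and 21 lower in KO1, 4 and 0 in KO2, and 6 and 11 in KO3. It tested 23834, 28275 and 28138 transcripts. With independent filtering, also chosen after seeing the values, it gave 23 and 59 in KO1, 4 and 0 in KO2, and 6 and 11 in KO3. With the length trend of each library removed, chosen after seeing the values, the number with lower TE in KO1 (28) and that with higher TE in KO3 (8) were within 1.5 times of the paper's values, and those with lower TE in KO3 (17) and KO2 (1) were not.

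The rank-sum test of genes encoding signal peptides, on the scale of minus log10 of p, gave 7.22 in KO1 against the paper's about 18 and 1.4 in KO3 against the paper's about 6.7 (Fig 4G, read by eye). None of the alternatives set before the data were examined closed either gap: they ran from 2.75 to 9.07 in KO1 and from 0.335 to 2.44 in KO3. With DESeq2 fold changes of transcripts with at least 10 counts in every library, chosen after seeing the values, it was 13.4 in KO1, within 1.5 times of the paper's value, and 2.54 in KO3, which is not. In KO1 that setting compared 856 transcripts of the list, with a shift of 0.0601, against 372 genes with a shift of 0.0736 in the main fit. All 1170 transcripts tested by edgeR gave 7.41. A rank-sum p depends on the number of features as well as on the shift, so these gaps do not measure a difference in effect. The list of genes is not the one the paper used.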

Other observations

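The test of single Ribo-seq libraries as the source of the length trend was chosen only after the result was seen.

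The RNA changes of whole chromosomes differed between clones. In KO1, the median log2 RNA change was -0.44 on chromosome 7 (863 genes), -0.36 on chromosome 9 and -0.33 on chromosome 16, while permuted gene positions gave medians from -0.08 to 0.08. In KO2, it was 0.28 on chromosome 1, 0.26 on chromosome 8, -0.26 on chromosome 10 and -0.20 on chromosome 12 (permuted from -0.05 to 0.04). In KO3, it was 0.33 on chromosome 12, 0.32 on chromosome 18, 0.22 on chromosome 8 and -0.32 on chromosome 6 (permuted from -0.07 to 0.08). Footprint counts correlated with their neighbours 5 to 15 Mb away as RNA did, with r of 0.356, 0.338 and 0.272 in KO1, KO2 and KO3. TE changes did not rise above permuted values (r of -0.00644, 0.0176 and -0.0315, with permuted values from -0.035 to 0.0351 over the clones), and the value of KO3 was slightly below the lowest permuted one. The pattern in RNA (r of 0.327 in KO1) may come from gains or losses of chromosome segments that arose in single clones or differ from the WT cells they are compared with. The most extreme 2.5% of RNA changes at each end were set to the limit before these correlations were computed.

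Eef1d RNA was lower in KO3 on transcripts with and without exon 5. Loss of a chromosome 15 segment around Eef1d could give this pattern. The genes within 5 Mb of Eef1d had a median log2 RNA change of 0.0949 in KO3, within the values of permuted positions (from -0.08 to 0.10). This argues against a loss that covers most of this span. A shorter loss would not move this median and stays open. In KO1, the 126 genes within 5 Mb had a median of -0.35, below the permuted values, while the RNA-seq count on the Eef1d transcript without exon 5 had changed by -0.06. In KO2 the median was 0.0942, above the permuted values. Other explanations of the lower Eef1d RNA in KO3, among them an effect of its longer deletion, were not tested.

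The TE change followed coding length with a different slope in KO1 than in the other clones. With 1 transcript per gene, Spearman's rho across genes was 0.0675 in KO1, -0.137 in KO2 and -0.143 in KO3. The trend of single Ribo-seq libraries is argued against, because the largest difference between replicates of a line in the correlation of footprint counts with length was 0.102 (0.1018, in KO2), below the smallest difference of 0.154 between the mean of KO1 and that of KO2 or KO3. A trend of the RNA-seq libraries alone is argued against, since footprint counts of KO1 followed length on their own (rho 0.0672) while RNA hardly did (0.014). A bias of Ribo-seq library preparation that goes with the line, or a difference in translation between clones, may be the cause, and the design does not separate them, as each line was prepared in its own lysates.

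RNA of 89 genes was called higher and of 99 genes lower in all 3 clones, among 11289 genes tested in each, while 2209 genes were called in opposite directions in different clones. The largest rises were those of Arhgap24 (log2 RNA change 2.00, 1.78 and 0.94 in KO1, KO2 and KO3), Fbn1 (1.77, 1.45 and 1.13) and Igsf3 (0.99, 1.34 and 1.78). The largest falls by fitted log2 change were those of Rhox5, Kif26a and Entpd3. Rhox5 had 1956 counts in WT replicate 2 and from 1 to 12 in the clone libraries (log2 change -8.90, -7.49 and -9.55). Kif26a was at least 6.69-fold, 6.79-fold and 8.08-fold lower, and Entpd3 at least 3.5-fold, 3.56-fold and 4.23-fold lower. The fitted changes that rank Kif26a and Entpd3 rest on 3 or fewer counts per clone library, so their ranks are uncertain. All clones are compared with the same WT libraries, so a change in WT cells would appear in each clone, and no biological explanation was tested.

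Some RNA shifts of the gene lists differed in direction between the clones. Those of cell cycle genes, hepatocyte markers and the signal peptide list had the same direction in all 3. The signal peptide list had RNA shifts of -0.09, -0.02 and -0.02 in KO1, KO2 and KO3. ATF4 targets had RNA shifts of -0.68, 0.09 and 0.21 in KO1, KO2 and KO3 (27 genes), cytosolic aminoacyl-tRNA synthetases -0.16, 0.15 and 0.20, ER chaperones -0.18, 0.01 and 0.06, cell cycle genes 0.16, 0.04 and 0.08, ribosomal protein genes 0.10, -0.05 and 0.05, and hepatocyte markers -1.22, -0.22 and -0.28 (8 genes). In KO1, camera adjusted p-values were 1.25e-12 for ATF4 targets and 1.13e-20 for hepatocyte markers, but 0.0932 and 0.0605 with fry and 0.551 for both with an estimated correlation. TE shifts were 0.01, -0.01 and -0.03 for ATF4 targets, -0.01, -0.05 and -0.06 for the synthetases, 0.03, -0.05 and -0.02 for cell cycle genes and 0.12, -0.07 and -0.07 for hepatocyte markers. Of the per-clone shifts in TE or RNA of any list, none had an adjusted p under 0.05 with fry or an estimated correlation. Reasons for these RNA shifts were not tested.

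Gapdh had from 2 to 11 footprint counts per Ribo-seq library against from 35446 to 52858 counts per RNA-seq library, so its TE is not informative here. Eef1a2 was near the floor in both assays, and Vamp7 was not found in the table.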
